# Novel Markers to Delineate Murine M1 and M2 Macrophages

**DOI:** 10.1371/journal.pone.0145342

**Published:** 2015-12-23

**Authors:** Kyle A. Jablonski, Stephanie A. Amici, Lindsay M. Webb, Juan de Dios Ruiz-Rosado, Phillip G. Popovich, Santiago Partida-Sanchez, Mireia Guerau-de-Arellano

## Abstract

Classically (M1) and alternatively activated (M2) macrophages exhibit distinct phenotypes and functions. It has been difficult to dissect macrophage phenotypes *in vivo*, where a spectrum of macrophage phenotypes exists, and also *in vitro*, where low or non-selective M2 marker protein expression is observed. To provide a foundation for the complexity of *in vivo* macrophage phenotypes, we performed a comprehensive analysis of the transcriptional signature of murine M0, M1 and M2 macrophages and identified genes common or exclusive to either subset. We validated by real-time PCR an M1-exclusive pattern of expression for CD38, G-protein coupled receptor 18 (Gpr18) and Formyl peptide receptor 2 (Fpr2) whereas Early growth response protein 2 (Egr2) and c-Myc were M2-exclusive. We further confirmed these data by flow cytometry and show that M1 and M2 macrophages can be distinguished by their relative expression of CD38 and Egr2. Egr2 labeled more M2 macrophages (~70%) than the canonical M2 macrophage marker Arginase-1, which labels 24% of M2 macrophages. Conversely, CD38 labeled most (71%) *in vitro* M1 macrophages. *In vivo*, a similar CD38^+^ population greatly increased after LPS exposure. Overall, this work defines exclusive and common M1 and M2 signatures and provides novel and improved tools to distinguish M1 and M2 murine macrophages.

## Introduction

Macrophages help maintain homeostasis during embryonic development and throughout life [1–4]. The diversity and overlap of cues in the microenvironment can generate a spectrum of *in vivo* macrophage phenotypes and functions [3,5–11]. The classical (M1) and alternative (M2) activation macrophage phenotypes are thought to be at the extremes of this spectrum [7]. Release of pathogen or danger-associated molecular patterns (PAMPs or DAMPs) and IFN-γ during infection or tissue injury promotes classical macrophage activation and ensures tissue sterility [5]. In contrast, IL-4 produced by Th2 lymphocytes during immune responses to parasitic infections or allergens alternatively activates macrophages, promoting wound healing and repair [12–14].

Efficient M1 macrophage responses are important for ensuring resistance to bacterial infection and are elicited by both gram-positive and gram-negative bacteria [5] to control pathogen growth [15–17]. Therefore, many pathogens such as *Salmonella*, *Brucella* and *Mycobacterium* have evolved mechanisms that interfere with M1 polarization [18–22]. Conversely, excessive or unresolved M1 macrophage activation can cause chronic inflammation and tissue damage [23]. Indeed, M1 macrophages have been implicated in the pathogenesis of several inflammatory conditions including atherosclerosis, diabetes and glomerulonephritis [4,14]. In the nervous system, M1 macrophages have been associated with multiple sclerosis, amyotrophic lateral sclerosis, stroke, spinal cord injury and traumatic brain injury [24–28]. A switch from M1 to M2 macrophages is thought to occur during natural resolution of inflammation and M2 macrophages are less toxic to microbes and vulnerable post-mitotic host cells (e.g., neurons). As a result, M2 macrophages are often described as having anti-inflammatory or reparative functions. However, like M1 macrophages, excessive or uncontrolled M2 macrophage activity can also cause diseases such as fibrosis or asthma [29].

The involvement of macrophage phenotypes in disease implies that detecting or modulating macrophage responses could be diagnostically and/or therapeutically useful. However, advances in the field have been hampered due to lack of consistent nomenclature, suboptimal M1/M2 macrophage phenotype markers, and differences between *in vivo* and *in vitro* macrophages. A new nomenclature [11], which indicates the stimuli used for macrophage activation [e.g., M(IL-10)], should clarify macrophage nature and allow comparison between studies; however, it may not be feasible to use this nomenclature to describe macrophages *in vivo* where the nature of the stimuli are complex and often are unknown. Difficulty detecting M1 and M2 macrophage phenotype *in vivo* is compounded by similar problems in *in vitro*-derived macrophages. For example, Arginase-1, which is a considered a classic M2 marker, is also up-regulated in M1 macrophages [30,31] and protein expression of Arginase-1 or CD206 is too low for reliable flow cytometry detection [3,5–11,32]. In conclusion, a more robust M1 vs. M2-discriminating system is critically needed to improve the detection and understanding of macrophage phenotype. *In vivo*, CD38 revealed an endotoxemia-induced macrophage population. Overall, this work provides gene signatures and tools to define macrophage phenotype.

Historically, M1/M2 marker discovery started in mouse macrophages using cDNA subtraction [7,30]. While this was followed by human macrophage transcriptome profiling [5,7,33–35], subsequent studies on mouse macrophages have deviated from clarifying shared and distinct M1/M2 signatures [12–14,36,37]. To provide a foundation for the complexity of *in vivo* macrophage phenotypes, we aimed to define the gene signatures associated with murine *in vitro* M1/M2 macrophage differentiation. Therefore, we performed transcriptional mRNA profiling in murine macrophages in either undifferentiated (M0), M1 or M2 conditions.

The profiling data indicate that, as a result of different activation stimuli, M1 and M2 macrophages co-express many genes, referred to as shared signatures. For example, the shared signature showed increases in transcription factors (TF) Kruppel-like factor (Klf) 4 and Activating Transcription Factor (Atf) 4. However, M1 and M2-specific gene signatures were identified as well. Among the top distinct genes in M1 or M2 macrophages, we validated CD38, Gpr18 and Fpr2 as novel M1 markers and Egr2 and c-Myc as M2 markers. A CD38/Egr2-based flow cytometry assay was capable of distinguishing M1 and M2 macrophages and provided an advantage over classic iNOS, Arginase-1 and CD206 phenotype markers. *In vivo*, CD38 revealed an endotoxemia-induced macrophage population. Overall, this work provides gene signatures and tools to define macrophage phenotype.

## Materials and Methods

### 2.1. Mice

Wild-type (WT) mice on the C57BL/6J background (Jackson Laboratories) were bred and kept in specific pathogen-free conditions at The Ohio State University Laboratory Animal Resources. All animal experiment procedures were approved under Ohio State University’s IACUC protocol # 2009A0036-R1 or #2013A00000151 to ensure the humane care and use of animals. Euthanasia was performed by cervical dislocation after ketamine/xylazine anesthesia or C02 treatment.

### 2.2. Bone marrow derived macrophages (BMDM)

To generate BMDM, the bone marrow cells from femurs and tibias from mice were harvested and cultured as previously described [5,28]. Briefly, isolated cells were incubated in Dulbecco’s Modified Eagle Media (DMEM, Mediatech, Herndon, VA) supplemented with 10% heat-inactivated fetal bovine serum (FBS) (Life Technologies, Grand Island, NY)), 1% penicillin/streptomycin, 1% glutamine, and 20% L929 cell supernatant (containing macrophage colony stimulating factor). On day 7 in culture the cells were washed, counted and replated in DMEM media (without L929 supernatant) at a density of 6-8x10^6^ cells/well (6-well plate, Falcon polystyrene). Cells were classically activated (M1 condition) with LPS (100 ng/ml, Sigma-Aldrich L2880) + IFN-γ (20ng/mL, eBioscience, San Diego, CA), alternatively activated (M2 condition) with IL-4 (20ng/mL, eBioscience) or received media alone (M0 condition). The LPS+ IFN-γ condition is used to simulate infectious and/or autoimmune conditions in which Th1 cells produce IFN-γ while pathogens or tissue damage provide PAMPs or DAMPs, respectively. Cells were harvested at the indicated time points, generally 24 hours post-stimulation, by washing in phosphate buffered saline (PBS) before cell lysis in miRVana Lysis buffer (Life Technologies) for total RNA isolation.

### 2.3. *In vivo* inflammation

For *in vivo* experiments, mice were injected with PBS or LPS (1 mg/kg, Sigma-Aldrich L2880). After 12 hours, mice were euthanized and spleen tissues were isolated from each mouse, minced with scissors and passed through a 40 μm cell strainer. To enrich macrophages, a Polymorphprep (Axis-Shield, Oslo, Norway) gradient was used according to manufacturer specifications. Briefly, 3 ml of cell suspension were layered on top of an equal volume of Polymorphprep and centrifuged for 30 minutes at 500 g (room temperature) without brake. The two top cellular layers containing monocytic and polymorphonuclear cells were recovered and washed in 10 mL PBS prior to staining as per flow cytometry protocol (see specific details for *in vivo* macrophage staining within flow cytometry section).

### 2.4. RNA Isolation

To examine RNA expression, cellular RNA was isolated using the miRVana kit (Life Technologies) according to manufacturer specifications. RNA quality/concentration was quantified using a Nanodrop spectrophotometer (ThermoScientific, Wilmington, DE) and/or Agilent bioanalyzer (Agilent Technologies, Santa Clara, CA). Samples were stored at -80°C until analysis.

### 2.5. Microarray

Total RNA was prepared from bone marrow-derived macrophages of WT mice (n = 2–3 independent mice) treated in M0, M1 or M2 conditions (n = 2–3 *in vitro* replicates per condition) for 24 hours using the miRVana isolation kit (Ambion). RNA quality was analyzed by the RNA 6000 Nano Chip (Agilent), and only samples with an RNA Integrity Number (RIN) >7 were used for further processing. RNA was processed and hybridized to the Affymetrix Mouse 430 2.0 chips at the Ohio State University Comprehensive Cancer Center (OSUCCC) Microarray facility. Raw data were normalized with the RMA algorithm implemented in the ‘‘Expression File Creator” module from the GenePattern software package [15–17,38]. Data were visualized with the Multiplot modules from GenePattern. Array data are deposited at the Gene Expression Omnibus (GEO) NCBI database with accession number (GSE69607), to become public upon manuscript publication.

### 2.6. Real-Time PCR

mRNA gene expression was determined using SYBR Green or Taqman quantitative Real-Time PCR on cDNA template. cDNA was generated from 500–1000 ng RNA per sample using oligo(dT)_12-18_ primers and Superscript III (Life Technologies), according to manufacturer’s instructions. Product was amplified with 0.5 μM forward and reverse primers of gene of interest and SybrGreen Mastermix (Life Technologies) or with commercially available Taqman primers and probe sets and Taqman Mastermix (Life Technologies) on an Applied Biosystems 7900 Real-Time PCR. The primer sequences for SybrGreen primer sets were the following: Fpr2 (mFpr2F 5’-TCTACCATCTCCAGAGTTCTGTGG-3’; mFpr2R 5’-TTACATCTACCACAATGTGAACTA-3’); mHprt-F (TGAAGAGCTACTGTAATGATCAGTCAAC) and mHprt-R (AGCAAGCTTGCAACCTTAACCA). The product numbers for ABI sets were the following: mCD38 (Mm01220906_M1), mGpr18 (Mm02620895), mC-myc (Mm00487804), mEgr2 (Mm00456650) and mβ-actin (Mm00607939_s1). Expression of target genes was normalized to β-actin/Hprt as a loading control. Real-Time PCR data was analyzed using the comparative Ct (ΔΔCT) method (ABI sets) or the standard curve method (mFpr2) depending on whether the test gene and β-actin gene amplification efficiencies were comparable or not, respectively [18–22,39,40].

### 2.7. Ingenuity Pathway Analysis

A gene list was compiled from the Affymetrix array results for Ingenuity Pathway Analysis (IPA) using the genes that were ≥2 fold change (FC) up-regulated in M1 vs. M0 but 2 FC down-regulated (<0.5FC) in M2 vs. M0 (M1-distinct genes) or genes that had a ≥2FC between M2 and M0 macrophages but a <0.5FC between M1 and M0 macrophages (M2-distinct genes). Additionally, genes that had ≥2FC of both M1 and M2 compared to M0 were analyzed (common genes).

### 2.8. Flow cytometry

BMDMs were differentiated for 24 hours in M0, M1 or M2 conditions and blocked with anti-mouse FcR antibody (CD16/CD32, BD) for 15 min at 4°C in FACS buffer (PBS with 2% FBS and 1 mM EDTA), subsequently cells were stained for 15 min at 4°C with blue-fluorescent reactive dye, L23105 (life technologies) to discriminate dead cells, and then surface stained with antibodies for CD11b (clone M1/70, V450 or PE, Biolegend) and CD38 (clone 90, FITC, eBioscience) or isotype control for 15 min at 4°C. Cells were washed three times with FACS buffer, fixed with the eBioscience Fixation/Permeabilization buffer for 40 min at 4°C and washed three times in 1X eBioscience Permeabilization buffer. For intracellular staining, cells were first blocked with anti-mouse FcR antibody (CD16/CD32, BD) in 1X Permeabilization buffer (eBioscience) for 45 min at 4°C prior to staining with anti-Egr2-APC antibody (clone erongr2, eBioscience), anti-Nos2-PE (CXNFT, eBioscience), anti-TNF-α-V650 (MP6-XT22, Biolegend) anti-Arg-1-APC (R and D systems), anti-CD206-Violet 650 (C068C2, Biolegend) or isotype control for 45 min at 4 degrees. After washing 3x in 1X Permeabilization buffer, cells were resuspended in FACS buffer and run on a BD FACSCanto II or BD LSRII Flow Cytometer (BD, NJ). Data were analyzed with FlowJo (Treestar, OR). For cytokine detection, macrophages were incubated in GolgiStop (BD) for 5 hours prior to staining.

For the M1/M2 discrimination flow cytometry experiment, BMDM cells were differentiated in M0, M1 or M2 conditions for 24 hours and harvested for flow cytometry. As controls, one set of M0, M1 and M2 macrophages were surface stained with CD11b-PE or CD11b-V450 and CD38-FITC and intracellular stained for Egr2-APC or isotype control. In addition, one set of M1 differentiated cells was stained with CD11b-V450 while a set of M2 cells was stained with CD11b-PE and washed three times. The pre-stained M1 and M2 cells were mixed at approximately 1.5:1 M1:M2 cell ratio and then underwent subsequent surface staining with CD38-FITC, fixation and intracellular Egr2-APC staining prior to flow cytometric analysis, as described above. The cell population was analyzed based on CD38/Egr2 staining and CD38^+^Egr2^-^ (candidate M1 markers) and CD38^-^Egr2^+^ (candidate M2 markers) gates were drawn. The percent of cells in each gate that originated from either the M1 or M2 culture was calculated based on the CD11b-V450 (M1 culture) or CD11b-PE (M2 culture) label.

For *in vivo* macrophage staining, the following dyes and antibodies were used: IndoA (LifeTech), Ly6G-PCPCy5.5 (1A8, Biolegend), CD11b-A700 (M1/70, Biolegend), F480-BV605 (BM8, Biolegend), Ly6C-e450 and CD38-FITC (clone 90, Biolegend). IndoA^-^Ly6G^-^CD11b^+^F480^+^ cells were gated for evaluation of % CD38^+^ cells and CD38 MFI. The CD38 MFI was also determined for the IndoA^-^Ly6G^-^CD11b^+^F480^+^ CD38^+^ population.

### 2.9. Statistical analysis

Statistical significance was determined using unpaired t-test (two-tail, equal SD) or analysis of variance (ANOVA) followed by Tukey post-hoc test. For microarray analysis, p values were Benjamin-Hochberg adjusted for multiple comparisons. Statistical significance was determined to be p<0.05. Analysis was completed using GraphPad Prism or GenePattern.

## Results

### 3.1. Defining M1 and M2 macrophage gene expression signatures

Gene expression profiling was used to identify novel M1 and/or M2 macrophage gene signatures. 

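The arrays compared macrophages in 3 states of activation. Bone marrow cells of mice were grown into macrophages with L929 cell supernatant, which holds macrophage colony stimulating factor. On day 7 of culture they were washed and replated in medium that lacked this supernatant. They then received media alone (M0), LPS at 100 ng/ml with IFN-γ at 20 ng/ml (M1), or IL-4 at 20 ng/ml (M2). RNA was taken 24 hours later. LPS is a cell wall component of bacteria that Toll-like receptor 4 senses, IFN-γ is the interferon made by T cells and NK cells, and IL-4 is a cytokine of type 2 immunity. There were 8 Affymetrix mouse arrays, 3 of M0, 3 of M1 and 2 of M2 macrophages, and the labels call the arrays of a condition biological replicates from different mice. The paper is less clear, since its methods give 2 to 3 mice with 2 to 3 in vitro replicates per condition and its legends for the array panels give 3 or 2 replicates per mouse and condition. Every n given here is therefore a number of arrays. The authors normalized the arrays with RMA, which corrects the background, makes the arrays' distributions alike and summarizes each probe set, and deposited intensities on a linear scale, called units here. The log2 of these intensities was taken before any test. The median intensity of an array lay between 38.9 and 40.5 units, and 39.8% to 40.6% of the probes were above 64 units. Across probes, log2 intensities of arrays of the same condition correlated at 0.994 to 0.997, those of M1 with M0 arrays at 0.972 to 0.980 and those of M2 with M0 arrays at 0.980 to 0.983.

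The 64 control probes were left out, and the other 45037 probes were tested with limma in a single fit of all 8 arrays with a mean per condition. A probe counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The annotation used here gives 1 gene symbol to 34945 of these probes, which cover 18193 genes, and several symbols to 932. It does not list 9160 probes, so counts of genes cover only part of the probes that changed. A gene's value is that of its probe with the highest mean log2 intensity, unless another probe is named. Means are given with the SD over arrays (n = 3 for M0 and M1, n = 2 for M2). The 31 gene lists, of pathways and cell type markers, were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the lists. Their members were counted at an adjusted p under 0.05 from limma, whatever the fold. The number of arrays limits the precision, above all in M2.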

Affymetrix M430 2.0 arrays were hybridized with complementary DNA (cDNA) from macrophages cultured in M0, M1 and M2 conditions. As shown in **Fig 1A**, more than one thousand genes, accounting for ~3% of the mouse genome, were differentially expressed between M1 and M0 macrophages. Specifically, the M1 macrophage “signature” was defined by increased expression (≥2FC) of 629 genes (p<0.05, red in **Fig 1A**, top 25 probes listed in **Table 1**) and decreased expression of 732 genes (≤0.5FC, p<0.05, blue in **Fig 1A**, top 25 probes listed in **Table 1**). 

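LPS with IFN-γ raised Cxcl9, Ptgs2, Ptges and Lcn2, and lowered nearly all measured genes of cell division. Cxcl9, a chemokine that attracts T cells, went from 38.0 ± 6.17 (SD, n = 3) to 3942 ± 649.7 (SD, n = 3) units, a log2 fold change of 6.69 (standard error 0.15, adjusted p = 4.7e-10 from limma). Ptgs2, the inducible cyclooxygenase, and Ptges, the next enzyme on the way to prostaglandin E2, rose by 6.37 and 5.16 on the log2 scale. Lcn2, which binds bacterial iron carriers, reached 10624 ± 1326 units from 254 ± 116. In the other direction Ube2c, a ubiquitin-conjugating enzyme needed to leave mitosis, dropped from 735 ± 189.8 to 26.6 ± 3.89 units, a log2 fold change of -4.77 (standard error 0.18, adjusted p = 6.4e-09 from limma). The M0 levels of Cxcl9 and Ptgs2 and the M1 level of Ube2c lie below the median intensity of an array, which leaves the sizes of these changes uncertain.

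Of 17 measured genes of NF-κB and its feedback inhibitors, all 17 rose in M1 macrophages (17 adjusted over the list alone, camera adjusted p = 5.3e-18, adjusted p = 0.149 with an estimated correlation). Traf1, an adaptor of TNF receptors, had a log2 fold change of 4.92 (standard error 0.16, adjusted p = 1.7e-09), Tnfaip3, which shuts off NF-κB signaling, one of 2.30, and the subunit Nfkb2 one of 2.29. Among 18 genes of glycolysis, 13 rose, none fell and 5 did not pass (13 adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.396 with an estimated correlation). These include Pfkfb3, whose product drives phosphofructokinase, at 2.53, the glucose transporter Slc2a1 at 1.52 and the hypoxia factor Hif1a at 1.60. In the list of 23 chemokines 12 rose, 5 fell and 6 did not pass (12 and 5 adjusted over the list alone, camera adjusted p = 7.6e-04, adjusted p = 0.112 with an estimated correlation). Cxcl3, which attracts neutrophils, rose by 6.30 from a level below the array median, whereas Ccl12, Ccl4, Ccl6, Cxcl14 and Pf4 fell, with log2 fold changes of -1.47, -0.90, -1.05, -1.13 and -0.99. Of 30 genes of the type I interferon response 21 rose, among them Isg20, an antiviral exonuclease, at 2.12 and Usp18, which limits interferon signaling, at 1.90, 7 did not pass, and Ifi27l2a and Oas2 fell, at -1.07 and -0.51 (25 higher and 2 lower adjusted over the list alone, camera adjusted p = 2.5e-10, adjusted p = 0.326 with an estimated correlation). The list of 11 IFN-γ-induced GTPases and their regulators had 7 that rose, 3 that did not pass and 1, Irf8, that fell by 0.44 (8 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.00225, adjusted p = 0.462 with an estimated correlation). The number called depended on the arrays used, going for type I interferon response lower in M1 from 2 to 1 without M0 replicate 1, M0 replicate 2, M0 replicate 3, M1 replicate 1, M1 replicate 2 or M1 replicate 3. For glycolysis higher in M1 it went from 13 to 9 without M0 replicate 2 or M0 replicate 3. It was 10 without M0 replicate 1 or M1 replicate 1 and 12 without M1 replicate 2 or M1 replicate 3.

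Cell division showed the most uniform fall. Of 34 cell cycle genes 33 fell, none rose and only Tyms did not pass (33 adjusted over the list alone, camera adjusted p = 7.6e-30, adjusted p = 0.153 with an estimated correlation). Ccnb2, a cyclin of mitosis, fell by 4.14 and Birc5, which works at the mitotic spindle, fell by 3.90 on the log2 scale, both to levels below the array median. Of 27 genes of resting and tissue macrophages 15 fell, 4 rose and 8 did not pass (15 and 4 adjusted over the list alone, camera adjusted p = 1.1e-05, adjusted p = 0.112 with an estimated correlation), with Trem2, a lipid-sensing receptor, at 5496 ± 546 units in M0 and 387 ± 83.1 in M1 macrophages, although its other probe did not give the same call. In the list of 28 lysosome genes 14 fell, 3 rose and 11 did not pass (15 and 4 adjusted over the list alone, camera adjusted p = 1.3e-04, adjusted p = 0.153 with an estimated correlation), and the proton pump subunit Atp6v0d2 fell by 4.11. Of 24 genes of fatty acid uptake and oxidation 10 fell, 2 rose and 12 did not pass (10 and 4 adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.549 with an estimated correlation). Fabp4, a fatty acid carrier, fell by 3.41 and Cd36, a fatty acid receptor, fell by 2.01. In all, 944 probes were higher in M1 than in M0 macrophages and 1109 were lower, which stand for 597 and 692 named genes. Leaving out an array moved the number called for resting and tissue macrophages higher in M1 from 4 to 2 without M0 replicate 2 or M1 replicate 3; for lysosomes higher in M1 from 3 to 1 without M0 replicate 2.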

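IL-4 changed 1283 probes and 796 named genes, against 2053 probes and 1289 named genes for LPS with IFN-γ. Part of what M1 macrophages lowered stayed near the M0 level in M2 macrophages. Timp2, an inhibitor of matrix metalloproteinases, was at 3307 ± 90.0 (SD, n = 3) units in M0, 626 ± 107 (SD, n = 3) in M1 and 3901 ± 412 (SD, n = 2) in M2 macrophages, and its difference between M1 and M2, tested itself, was -2.65 (standard error 0.14, adjusted p = 4.9e-08 from limma). Lipa, the acid lipase of lysosomes, was at 7007 ± 89.6, 1875 ± 215 and 5761 ± 346 units, a difference of -1.62 (standard error 0.12, adjusted p = 9.4e-07 from limma). The M2 mean rests on 2 arrays. In simulated data with the same spread, probes were given a log2 change of 1.5. Limma recovered 99.8% of them in M2 and 100% in M1. That change lies above the 2-fold limit, so the simulation cannot show whether calls near the limit were lost in M2.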

Fewer genes, representing 1.8% of the mouse genome, were differentially expressed in M2 vs. M0 macrophages. The M2 macrophage signature was defined by 388 up-regulated genes (≥2 FC up, red in **Fig 1B**, top 25 probes listed in **Table 2**) and 425 down-regulated genes (≤0.5FC, p<0.05, blue in **Fig 1B**, top 25 probes listed in **Table 2**). 

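IL-4 raised Mgl2, Tmem26 and Socs2 by a log2 fold change of 6 or more, raised MHC class II genes, and lowered nearly every measured gene of the type I interferon response. Mgl2, a lectin that binds galactose-type sugars, went from 25.0 ± 1.23 (SD, n = 3) to 6643 ± 50.1 (SD, n = 2) units, a log2 fold change of 8.05 (standard error 0.14, adjusted p = 8.7e-12 from limma). The membrane protein Tmem26 rose by 7.38 and Socs2, an inhibitor of cytokine signaling, by 6.48 on the log2 scale. The M0 levels of Mgl2 and Socs2 lie below the median intensity of an array, so that the sizes of their rises are uncertain. Ifit3, an interferon-induced antiviral gene, was at 2099 ± 602 units in M0 and 67.3 ± 9.19 in M2 macrophages, a log2 fold change of -4.93 (standard error 0.20, adjusted p = 1.9e-08 from limma).

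Of 30 genes of the type I interferon response 29 fell, none rose and Usp18 did not pass (30 lower adjusted over the list alone, camera adjusted p = 1.6e-42, adjusted p = 0.0487 with an estimated correlation). Ifit2 fell by 4.65 and Rsad2, which blocks the growth of many viruses, fell by 3.64 on the log2 scale. Their median intensity was 1243, 928 and 1254 units on the M0 arrays and 260.0 and 279 on the M2 arrays. Of 11 IFN-γ-induced GTPases and their regulators 7 fell, 3 did not pass and Gbp2 rose by 1.02, a call lost without M0 replicate 2 (log2 fold change 0.82) or without M2 replicate 2 (0.53), and with the replicate number in the fit (1.00) (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 1.4e-07, adjusted p = 0.246 with an estimated correlation). Of 9 MHC class II genes, which present peptides to helper T cells, 7 rose, none fell and H2-DMb2 and H2-Ob did not pass (8 higher adjusted over the list alone, camera adjusted p = 1.7e-09, adjusted p = 0.112 with an estimated correlation). Cd74, the invariant chain, went from 1829 ± 189 to 15975 ± 610.4 units, and H2-Aa had a log2 fold change of 3.78 (standard error 0.22, adjusted p = 3.4e-07). In M1 macrophages 6 of the 9 rose, 2 did not pass and the activator Ciita, below the array median in both groups, fell by 0.46 (6 higher and 2 lower adjusted over the list alone, camera adjusted p = 0.0108, adjusted p = 0.462 with an estimated correlation). Single arrays mattered for the number called, which moved for MHC class II lower in M1 from 1 to 0 without M0 replicate 3.

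Of 10 osteoclast markers, several of which fusing macrophages also use, 6 rose, 1 fell and 3 did not pass (6 and 1 adjusted over the list alone, camera adjusted p = 2.6e-05, adjusted p = 0.0487 with an estimated correlation). Ocstamp and Dcstamp, membrane proteins of cell fusion, reached 1452 ± 31.3 and 2196 ± 296 units from 28.5 ± 4.36 and 249 ± 25.6, and the integrin Itgb3 rose by 4.43. Ocstamp and Itgb3 lay below the array median in M0. Nfatc1 was the marker that fell, at -0.51 on the log2 scale. In M1 macrophages 6 of these markers fell, 2 rose and 2 did not pass (7 and 2 adjusted over the list alone, camera adjusted p = 0.0113, adjusted p = 0.153 with an estimated correlation). Of 21 genes of matrix remodelling 9 rose, 1 fell and 11 did not pass in M2 macrophages (10 and 2 adjusted over the list alone, camera adjusted p = 2.6e-05, adjusted p = 0.112 with an estimated correlation), led by Itgb3 and by Fn1. Altogether 642 probes were higher in M2 than in M0 macrophages and 641 were lower, which stand for 417 and 379 named genes. The methods' t-test with adjustment gave 106 and 54 probes on log2 values and 99 and 28 on linear values. Without some arrays the number called went, for osteoclast markers lower in M2 from 1 to 0 without M0 replicate 2, M0 replicate 3, M2 replicate 1 or M2 replicate 2; for osteoclast markers higher in M1 from 2 to 1 without M0 replicate 2, M1 replicate 1 or M1 replicate 3; for matrix remodelling lower in M2 from 1 to 0 without M0 replicate 1, M0 replicate 2 or M2 replicate 1 and 2 without M2 replicate 2.

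**Figure D1:**
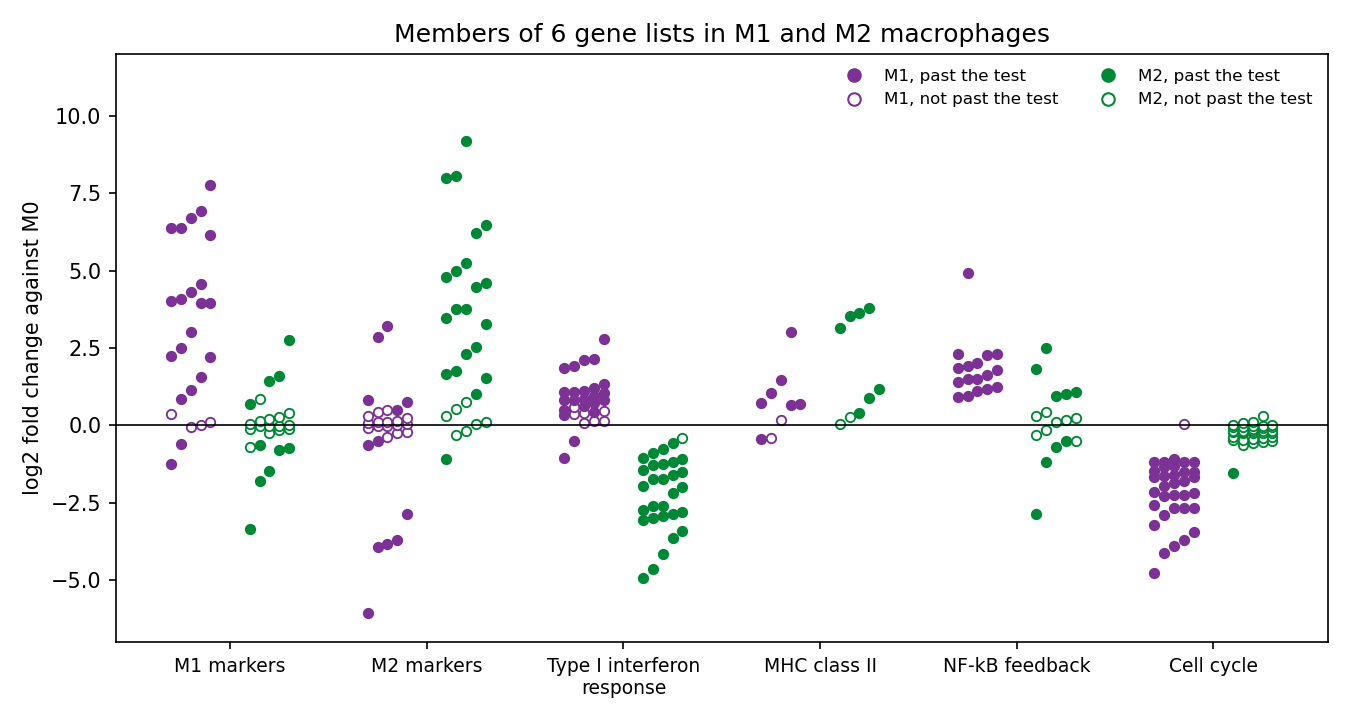
Log2 fold change against M0 of the measured members of 6 gene lists, with 1 circle per gene, in M1 (purple) and M2 (green) macrophages. Filled circles passed an adjusted p under 0.05 in limma and open circles did not. All but 1 of the 30 type I interferon genes are filled and below 0 in M2, and all but 1 of the 34 cell cycle genes are filled and below 0 in M1.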

To validate these data, we compared the current gene expression profiles with canonical M1 macrophage markers previously identified in mouse [23,41] or human macrophages [4,14,34]. Among these, 21 genes corresponding to canonical M1 markers such as Nos2, IL-1β, IL-6, IL-12β, CCR7, Inhba and TNF-α were also up-regulated in our M1 array (labeled in **Fig 1A**). Likewise, known M2 macrophage markers Arg1, Chi3l3/Ym1, Retnla/Fizz1, Egr2, Fn1 and Mrc1/CD206 were also expressed in our M2 dataset (labeled in **Fig 1B**). These data confirm those described in previous mouse or human M1 or M2 macrophage analyses and validate the robustness of our array results for more detailed data mining.

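The genes of inflammatory macrophages mostly rose in the M1 arrays. Il6, the cytokine of fever and the acute phase response, had a log2 fold change of 7.77 (standard error 0.48, adjusted p = 3.2e-07 from limma) in M1 macrophages, whose size is uncertain because its M0 level lies below the median intensity of an array. Its level was uneven, at 2875, 753 and 3416 units on the 3 M1 arrays and 8.96 ± 0.797 (SD, n = 3) in M0. Il12b, a subunit of IL-12 and IL-23, went from 16.0 ± 0.63 to 2080.1 ± 811 units and Il1b, the inflammasome's cytokine, from 105 ± 8.92 to 8974 ± 2277, with log2 fold changes of 6.94 (adjusted p = 3.9e-09) and 6.39 (adjusted p = 1.7e-09). Nos2, the inducible nitric oxide synthase, stayed dimmer, at 38.3 ± 2.07 units in M0 and 187 ± 80.6 in M1 macrophages, a log2 fold change of 2.20 (standard error 0.23, adjusted p = 2.4e-05 from limma). Tnf had a log2 fold change of 2.25 (adjusted p = 1.0e-06), the chemokine receptor Ccr7 one of 3.95 (adjusted p = 3.1e-06) and the costimulatory receptor Cd86 one of 1.57 (adjusted p = 4.4e-06). Inhba, a subunit of activin A, had a log2 fold change of 3.95 (adjusted p = 6.0e-06), although its other probe did not give the same call. The sizes for Il12b, Ccr7 and Nos2 are as uncertain as that for Il6, with M0 levels below the array median. Of 25 M1 markers in the list used here 19 rose, 2 fell and 4 did not pass (20 and 2 adjusted over the list alone, camera adjusted p = 1.1e-15, adjusted p = 0.112 with an estimated correlation). The receptor Tlr4 and the regulator Irf5 fell, with log2 fold changes of -1.25 and -0.60, and Cd80, Ido1, Il15 and Il23a did not pass. In M2 macrophages 4 of the 25 rose, 6 fell and 15 did not pass. The number called depended on the arrays used, going for M1 markers higher in M2 from 4 to 1 without M2 replicate 2 and 2 without M2 replicate 1. Cd40 was 1 of those that rose, by 1.60, and Il6 another, by 2.77, a call that was lost without M2 replicate 2 (log2 fold change 2.00, adjusted p = 0.0852 from limma). The 18 markers that rose at least 2-fold in M1 macrophages compare with 0.82 expected by chance (Fisher's exact test, adjusted p = 1.8e-20). That test counts all named genes, dim ones included, and treats genes as independent, so its p-value can be too small.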

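The genes that mark alternatively activated macrophages were among the largest rises on the M2 arrays. Retnla, a secreted resistin-like protein, reached 8393 ± 434 (SD, n = 2) units from 33.4 ± 3.51 (SD, n = 3), and Chil3, the chitinase-like protein that the paper calls Chi3l3/Ym1, reached 2274 ± 183 from 30.9 ± 5.87, with log2 fold changes of 7.98 (adjusted p = 7.8e-12) and 6.22 (adjusted p = 1.3e-08) from limma, of uncertain size because both M0 levels lie below the median intensity of an array. Fn1, the matrix protein fibronectin, had a log2 fold change of 3.48 (standard error 0.33, adjusted p = 2.1e-05 from limma), with an SD of 515 units over the M2 arrays at a mean of 1156. The mannose receptor Mrc1 was already bright in M0 macrophages, at 2673 ± 614 units, and rose to 7528 ± 375, a log2 fold change of 1.52 (standard error 0.17, adjusted p = 8.3e-05). Of 28 measured M2 markers in the list used here 20 rose, Stab1 fell by 1.08 and 7 did not pass (23 higher and 2 lower adjusted over the list alone, camera adjusted p = 6.8e-28, adjusted p = 0.00387 with an estimated correlation). The chemokines Ccl17, Ccl22 and Ccl24 rose by 4.47, 4.79 and 4.99 on the log2 scale and Pdcd1lg2, a ligand of the T cell receptor PD-1, by 5.25 from a level below the array median. In M1 macrophages 5 of the 28 rose, 7 fell and 16 did not pass (7 and 8 adjusted over the list alone). Mrc1 fell there, with a log2 fold change of -6.05, as did Clec10a, a lectin, with -3.94 and the nuclear receptor Pparg with -3.85, all 3 to levels below the array median, whereas Ccl22 and the IL-1 antagonist Il1rn rose by 2.86 and 3.20.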

**Fig 1:**
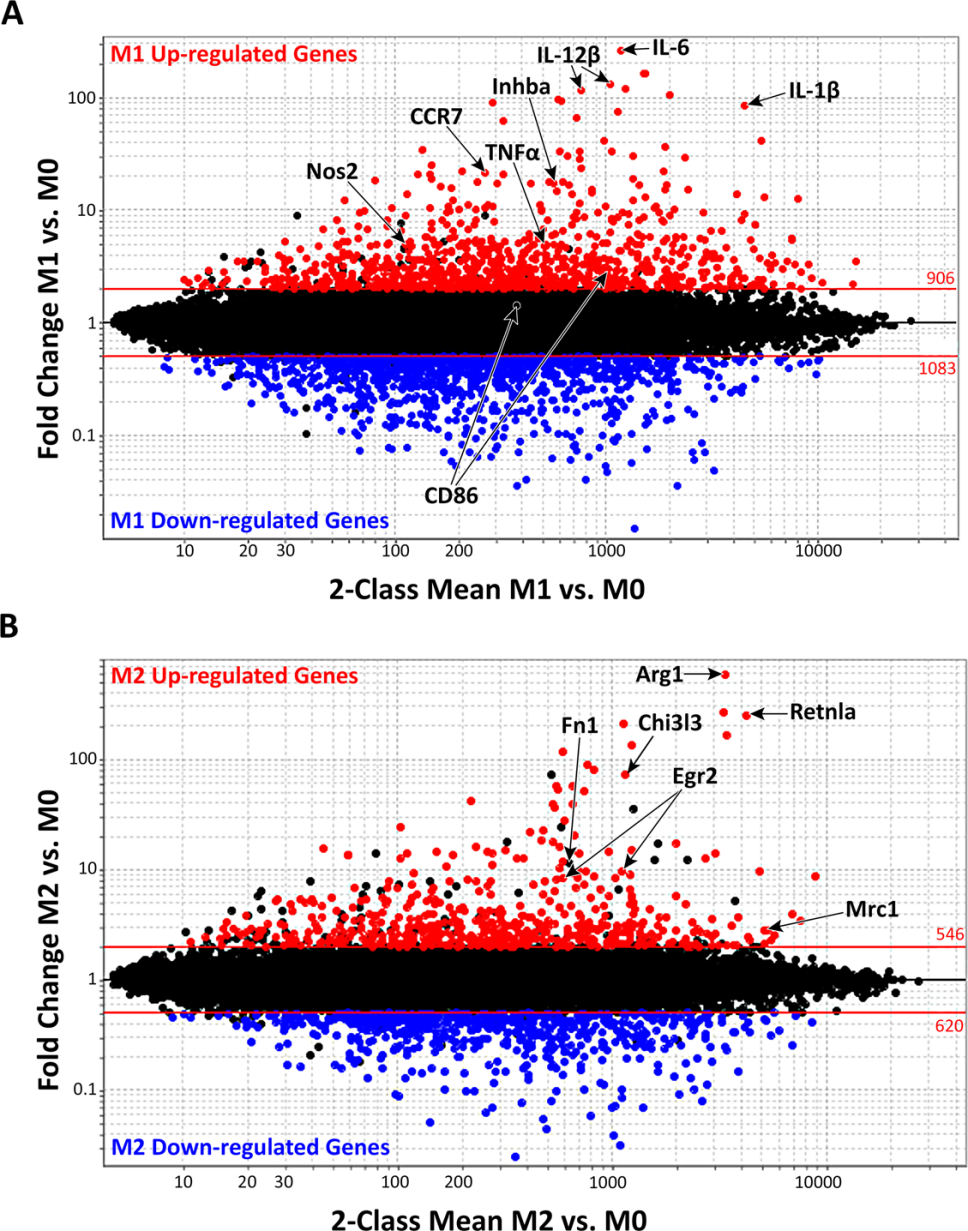
Macrophage signature in classically activated M1 and alternatively activated M2 macrophages. Fold Change (FC) vs. Mean Expression Value (MEV) plot of microarray data highlighting 2 FC or higher up-regulated genes (red, p≤0.05) or down-regulated genes (blue, p≤0.05) in **(A)** classically activated M1 macrophages (compared to M0 condition) or **(B)** alternatively activated M2 macrophages (compared to M0 condition). Red lines represent a ± 2FC cut-off. The numbers above and below the lines indicate the number of probes (some genes are represented by several probes and, hence, as several dots) above or below the 2 FC cut-off, respectively. Genes previously associated with classical and alternative macrophage phenotypes are labeled with corresponding gene names. Genes associated with (**A**) classically activated macrophages include Nos2, CCR7, TNFa, Inhba, IL12b, IL-6, and IL-1b, and CD86. Genes associated with (**B**) alternatively activated macrophages include Arg1, Fn1, Egr2 (human), Mrc1/CD206, Chi3l3/Ym1 and Retnla/Fizz-1.

**Table 1:** Top 25 up-regulated or down-regulated gene probes in M1 vs. M0 macrophages.

M1 vs. M0					
Up-Regulated			Down-Regulated		
Gene	FC	p-value	Gene	FC	p-value
Il6	262.1	4.51E-02	Mrc1	0.0150	1.76E-03
Slc7a2	163.5	6.87E-03	S100a4	0.0360	3.01E-05
Slc7a2	163.0	8.01E-03	Ube2c	0.0360	2.96E-03
Il12b	130.0	1.16E-02	Slc9a9	0.0400	1.09E-03
Slc7a2	119.2	6.38E-03	Emp1	0.0410	1.96E-04
Il12b	114.7	1.49E-02	Slc40a1	0.0470	2.73E-03
Cxcl9	103.6	4.81E-04	Crip1	0.0480	5.28E-06
Serpinb2	96.5	3.70E-03	Slc40a1	0.0530	2.23E-02
Ptgs2	93.6	3.22E-02	Fam198b	0.0540	2.04E-05
Cxcl3	89.6	3.31E-02	Atp6v0d2	0.0570	1.20E-03
Il1b	85.5	2.52E-03	Ccnb2	0.0590	1.70E-03
Il1a	73.7	7.18E-03	St6gal1	0.0600	1.40E-03
Cd38	65.2	1.62E-02	Cd5l	0.0610	9.01E-03
Ptgs2	61.6	4.54E-02	Cbr2	0.0620	2.08E-04
Lcn2	41.8	1.74E-04	Clec10a	0.0640	7.48E-03
Ppap2a	41.0	3.63E-05	Atp6v0d2	0.0640	6.80E-03
Ptges	36.6	2.57E-03	Birc5	0.0650	5.81E-03
9130014G24Rik	34.6	3.02E-04	2810417H13Rik	0.0700	3.86E-03
Ptges	33.1	1.29E-02	Pparg	0.0700	3.35E-04
AA467197	32.9	4.81E-03	Trem2	0.0700	8.87E-05
Cd200	32.6	2.38E-03	Fcrl2	0.0700	1.43E-04
Ascl1	30.0	4.83E-04	Cd28	0.0710	5.13E-04
Traf1	30.0	2.52E-04	Slc13a3	0.0730	5.89E-04
Cd38	28.9	8.02E-04	Egr2	0.0740	6.71E-05
Ppap2a	28.1	8.74E-04	Rrm2	0.0750	7.74E-03

FC-Fold-change. Probe number and gene number may differ.

**Table 2:** Top 25 up-regulated or down-regulated gene probes in M2 vs. M0 macrophages.

M2 vs. M0					
Up-Regulated			Down-Regulated		
Gene	FC	p-value	Gene	FC	p-value
Arg1	582.7	6.15E-03	Ms4a4c	0.0249	8.41E-03
Mgl2	265.5	3.39E-07	Ifit3	0.0321	9.97E-03
Retnla	251.7	1.09E-04	Ifit2	0.0387	1.28E-02
Ear11	212.4	5.23E-03	Fpr2	0.0438	5.72E-03
Tmem26	166.7	1.93E-03	E030037K03Rik	0.0515	3.85E-03
Slc7a2	133.5	1.38E-03	Ifit1	0.0552	1.79E-02
Tmem26	115.3	3.11E-02	Ms4a4c	0.0580	6.60E-03
Socs2	89.6	1.73E-03	Gm14446	0.0617	1.66E-02
Ch25h	80.5	9.70E-05	Rsad2	0.0690	7.47E-03
Chi3l3	73.6	4.19E-04	Ms4a6b	0.0692	2.32E-03
Slcl7a2	57.8	1.02E-03	Slc40a1	0.0698	3.79E-02
Flt1	57.6	8.86E-04	Slc40a1	0.0725	7.65E-03
Slcl7a2	53.0	6.65E-03	Cmpk2	0.0760	4.76E-03
4833422F24Rik	50.9	8.46E-06	Rsad2	0.0791	5.15E-03
Socs2	41.4	5.43E-03	Tgtp2	0.0806	3.25E-03
Pdcd1lg2	39.5	3.88E-02	Rsad2	0.0852	1.72E-02
Chi3l4	39.4	5.45E-08	Emr4	0.0924	4.13E-02
Mcf2l	36.0	1.61E-03	Irf7	0.0930	3.57E-03
Ccl22	27.6	7.63E-05	Cxcl10	0.0967	1.45E-02
Cdh1	24.3	3.32E-04	Fpr1	0.0973	3.41E-03
Ccl17	22.7	1.97E-02	Ctla2b	0.0987	1.50E-03
Itgb3	21.9	1.29E-02	Slc1	0.0995	8.90E-04
AA467197	20.2	5.05E-03	Slc1	0.0999	2.39E-03
Il4i1	18.2	1.16E-02	Iigp1	0.1023	3.85E-03
Aqp9	17.6	4.89E-02	Fcgr1	0.1028	8.10E-04

FC-Fold-change. Probe number and gene number may differ.

### 3.2. Identification of common gene signatures in M1 and M2 macrophages

M0 macrophages are presumed naïve cells that have not been stimulated or received signals that promote activation and functional polarization. Once M0 macrophages receive M1 or M2-specific signals, the resulting macrophages are termed "activated". To identify expressed genes that are common to activated M1 and M2 macrophages, gene expression values were plotted onto a FC vs. FC plot (**Fig 2**). In this type of plot, genes that are up-regulated in both M1 and M2 macrophages are found in the upper right quadrant while genes that are down-regulated in both are in the bottom left quadrant. In contrast, genes falling in the remaining two quadrants are exclusive to either M1 or M2 macrophages. Using the 2 and 0.5 FC lines as a reference, we identified 81 co-up-regulated (**Fig 2**, red, top 10 genes listed in **Table 3**, all probes listed in **S1 Table**) and 125 co-down-regulated (**Fig 2**, blue, top 10 genes listed in **Table 3**, all probes listed in **S2 Table**) genes. 

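Both stimuli raised one group of genes and lowered another in the same direction. Slc7a2, a transporter of arginine and other cationic amino acids, went from 18.4 ± 5.72 units in M0 (SD, n = 3) to 3006 ± 1010.3 in M1 (SD, n = 3) and 2455 ± 297 in M2 macrophages (SD, n = 2), with log2 fold changes of 7.33 (standard error 0.25, adjusted p = 2.8e-09) and 7.10 (standard error 0.28, adjusted p = 1.6e-08) from limma. Its M0 level lies below the median intensity of an array, so the sizes of both rises are uncertain. Slc40a1, ferroportin, the channel through which iron leaves the cell, dropped from 1915 ± 479 units to 90.1 ± 15.3 in M1 and 139 ± 11.9 in M2 macrophages. Its log2 fold changes were -4.39 (standard error 0.18, adjusted p = 1.0e-08) and -3.76 (standard error 0.20, adjusted p = 1.6e-07).

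Higher in both were also AA467197 with log2 fold changes of 5.02 in M1 and 4.35 in M2 and, at 1 of its probes, the coagulation factor F10 with 3.83 and 3.68, also from a level below the array median. Of 28 genes that ATF4 drives when amino acids run short 14 rose, Psat1 fell and 13 did not pass in M1 macrophages (15 higher and 2 lower adjusted over the list alone, camera adjusted p = 1.3e-04, adjusted p = 0.465 with an estimated correlation). In M2 macrophages 21 rose, none fell and 7 did not pass (24 higher adjusted over the list alone, camera adjusted p = 1.2e-13, adjusted p = 0.221 with an estimated correlation). Leaving out an array moved the number called for amino acid stress lower in M1 from 1 to 3 without M0 replicate 3; for amino acid stress lower in M2 from 0 to 1 without M1 replicate 2. The change of Psat1, which makes serine, in M1 (-0.71 on the log2 scale) was lost when any of these arrays was left out: M0 replicate 1 (-0.69), M0 replicate 2 (-0.63), M1 replicate 1 (-0.58), M1 replicate 3 (-0.56). The cystine transporter Slc7a11 rose by 4.47 in M1 and 2.93 in M2. Lower in both were Adgre4, an adhesion receptor of macrophages, at -2.95 and -3.34 to levels below the array median, and Cd5l, a secreted scavenger protein, at -4.16 and -2.53. Of 27 genes of resting and tissue macrophages 13 fell in M2 macrophages, Klf4 rose and 13 did not pass (17 lower and 1 higher adjusted over the list alone, camera adjusted p = 3.5e-08, adjusted p = 0.0487 with an estimated correlation). By the limits on fold and adjusted p in both comparisons, 130 probes of 92 named genes were higher in both and 190 probes of 126 named genes were lower in both. With the methods' t-test and adjustment these were 11 and 12 probes on log2 values and 8 and 8 on linear values.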

The “shared” M1/M2 macrophage signature represents 15–25% of individual M1 or M2 signatures. 

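The probes that changed in the same direction in both states were a minority of each response, and probes that changed in opposite directions were fewer still. The 320 shared probes were 15.6% of the 2053 that changed in M1 and 24.9% of the 1283 that changed in M2 macrophages, or 16.9% and 27.4% of the named genes. Mmp13, a collagenase, is in the shared part, with log2 fold changes of 3.39 (adjusted p = 1.4e-07) in M1 and 3.13 (adjusted p = 1.4e-06) in M2 from limma. Slc13a3, a carrier of dicarboxylic acids, is in its lower part, with -3.52 (adjusted p = 6.4e-09) and -3.32 (adjusted p = 4.2e-08), although only 1 of its 3 other probes gave the same call. The 134 probes that went opposite ways were 6.53% and 10.4%. Both comparisons use the same M0 arrays, so their chance values are shared. In 50 simulations of unchanged groups with shared controls, 0.02 probes on average passed in both. With nothing changed few probes can pass, so this value cannot tell how shared controls affect overlap among changed probes. Lists of these sizes drawn independently would share 13.5 higher and 15.8 lower probes. Of all probes, 63.6% changed with the same sign in M1 and M2, with 64.8% in the simulations, so this share showed no excess. Across all probes, which are not independent replicates, the log2 fold changes of the M1 and M2 responses correlated at 0.232, with 0.448 in the simulations, and had a covariance of 0.0497, with 0.00787 in the simulations, a difference of 0.0418. When the M0 arrays were split, with 1 array for a comparison and 2 for the other in each of the 6 ways (chosen after the values were seen), 267 to 299 probes were shared, 233 to 268 of them among the 320, and the covariance was 0.0322 to 0.0524.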

Among shared genes, a subset of TFs, metabolic enzymes and transmembrane proteins, appeared to be linked, as revealed by Ingenuity Pathway Analysis (IPA). Transcription factors Klf4, Atf4, Nuclear factor Interleukin 3-regulated (Nfil3), Human Immunodeficiency Virus Type I Enhancer Binding Protein (Hivep) 3 and Basic Helix Loop Helix (Bhlhe) 40 were up-regulated and linked to decreased expression of another set of transcriptional regulators, including Klf2, Transcription Factor Maf, Transcription Factor (Tcf) 4, Nuclear factor of activated T cells cytoplasmic (Nfatc) 2 and Regulator of calcineurin (Rcan) 1 (**S1 Fig**, bolded). These transcriptional networks control expression of genes that function as enzymes, transmembrane receptors, transporters, kinases, G-protein coupled receptors, peptidases, phosphatases and cytokines (**S3 Table**).

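The transcription factors named here rose or fell in both states at their brightest probes, with Bhlhe40 and Klf4 moving most in M2 macrophages. Bhlhe40, a repressor of the basic helix loop helix family, went from 218 ± 7.86 units in M0 (SD, n = 3) to 620.4 ± 162 in M1 (SD, n = 3) and 3784 ± 467 in M2 macrophages (SD, n = 2), with log2 fold changes of 1.48 (standard error 0.17, adjusted p = 5.0e-05) and 4.12 (standard error 0.19, adjusted p = 5.5e-08) from limma. Klf4 had log2 fold changes of 1.27 (adjusted p = 3.5e-04) and 3.39 (adjusted p = 6.0e-07), and Nfil3 of 1.66 (adjusted p = 1.0e-05) and 2.48 (adjusted p = 1.9e-06). Atf4, the factor of the amino acid and stress response, was at 2402 units in M0 and rose by 1.17 and 1.07, but 1 of its 2 other probes gave the same call in M1 and 0 of 2 in M2. Hivep3 rose by 1.08 and 1.04, with 0 of its 4 other probes giving the same call in M1, where 1 of them fell (-0.44, adjusted p = 0.00766), and 1 of 4 in M2. Among the factors that fell, Maf, a driver of the resting macrophage state, was at 2455 ± 352, 707 ± 179.5 and 583 ± 25.3 units, with log2 fold changes of -1.82 (standard error 0.16, adjusted p = 6.3e-06) and -2.07 (standard error 0.18, adjusted p = 1.1e-05). Klf2 had log2 fold changes of -1.12 (adjusted p = 1.7e-04) and -1.45 (adjusted p = 1.1e-04), Tcf4 of -0.92 (adjusted p = 5.9e-05) and -0.80 (adjusted p = 9.1e-04) with 4 of its 5 other probes giving the same calls, and Rcan1, an inhibitor of calcineurin, of -0.99 (adjusted p = 3.3e-05) and -0.96 (adjusted p = 2.4e-04). Nfatc2 had log2 fold changes of -1.55 (adjusted p = 1.0e-04) and -1.11 (adjusted p = 0.00538), but 0 of its 5 other probes gave the same call and the call in M2 was lost without M2 replicate 2 (log2 fold change -1.07, adjusted p = 0.053 from limma). Tcf4 and Rcan1 at these probes lay under the 2-fold limit, Rcan1 only just. Another probe of each passed that limit in both states, at -1.22 and -1.05 for Tcf4 and -1.30 and -1.04 for Rcan1.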

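The genes that S3 Table sorts by function moved in its stated direction in nearly all cases, across enzymes, receptors and transporters. The list was chosen by the study on these arrays, so its direction is not independent evidence. Of the 51 measured genes that it gives as higher, 50 were higher in both M1 and M2 macrophages at an adjusted p under 0.05 from limma. They include 14 of 15 enzymes, all 10 transmembrane receptors, all 6 transporters and all 7 transcription regulators. The exception was Il4i1, an enzyme that S3 Table writes as a joined symbol with Nup62. The probe compared here was dim, at 22.2 units in M0, and is not shown to be the 1 that the paper used. Of the 59 measured genes that it gives as lower, 54 were lower in both, among them 13 of 14 enzymes, 8 of 10 transporters, 9 of 9 transmembrane receptors and 9 of 9 transcription regulators. The prostaglandin receptor Ptger4 passed in M1 only, at -2.16 in M1 and -0.86 in M2, as did Asph at -1.01 and -0.61 and Ap2a2 at -1.04 and 0.03. Slc12a9 passed in M2 only, at -0.07 in M1 and -0.55 in M2, and Ctsb, a cathepsin, in neither. With any of their probes taken, 49 of the 51 genes and all 59 of the 59 changed at least 2-fold in both.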

**Fig 2:**
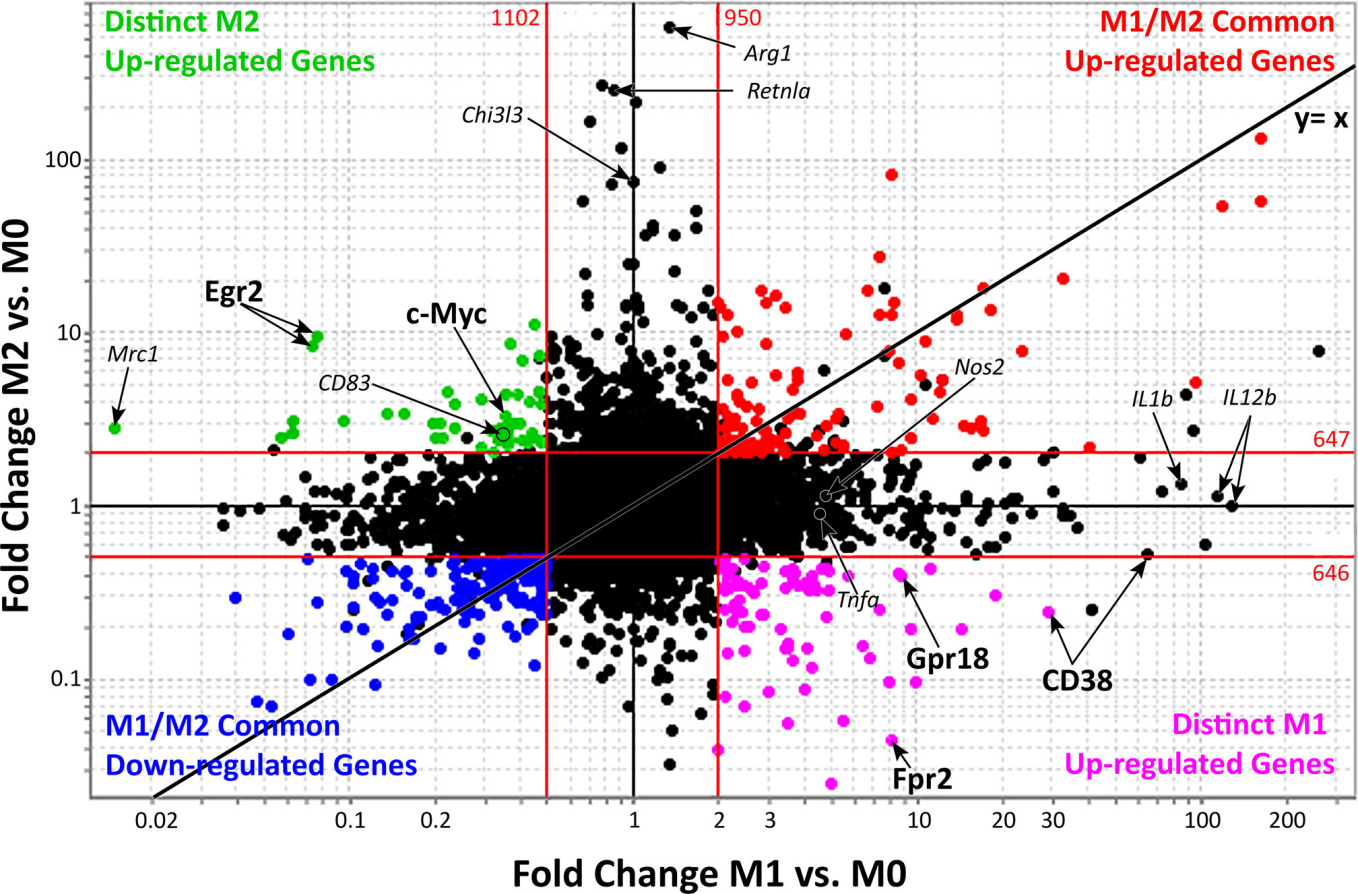
Comparison of common and distinct genes of classically activated and alternatively activated macrophages. Fold-change (FC) vs. FC plot of M1 vs. M0 on the x-axis and M2 vs. M0 on the y-axis highlighting common up-regulated genes in red (81 genes, 105 probes), common down-regulated genes in blue (125 genes, 172 probes), M1 up- and M2 down-regulated genes in purple (57 genes, 78 probes) and M2 up- and M1 down-regulated genes in green (33 genes, 45 probes). Arrows indicate distinct M1 or M2 genes. Red lines represent a ±2FC cut-off. The black line indicates the *x = y* diagonal expected if all gene probes were up- or down-regulated to the same extent in M1 and M2 macrophages (FC M1 vs. M0 = FC M2 vs. M0). Previously reported markers of classical and alternative macrophages are included for reference in small, italicized font. Genes representing classical macrophages include Nos2, Tnfa, IL-1b and IL12b. Genes representing alternative macrophages include Arg1, Mrc1 (CD206), Retnla (Fizz-1), and Chi3l3 (Ym1). The genes labeled in larger bold font, CD38, Fpr2 and Gpr18 or c-Myc and Egr2 were selected as candidate M1- or M2-selective markers, respectively.

**Table 3:** Top 10 up- and down-Regulated genes common to M1 and M2 macrophages.

**Up-Regulated**	**M1 vs. M0**		**M2 vs. M0**	
**Gene**	**FC**	**p-value**	**FC**	**p-value**
Slc7a2	163.5	6.87E-03	133.5	1.38E-03
Serpinb2	96.5	3.70E-03	5.1	1.33E-03
Ppap2a	41.0	3.63E-05	2.2	1.96E-03
AA467197	32.9	4.81E-03	20.2	5.05E-03
Slc7a11	23.7	1.91E-02	7.7	2.70E-02
Al504432	17.2	2.02E-03	2.7	3.80E-04
Il4i1	17.2	6.78E-03	18.2	1.16E-02
Cd40	16.9	1.63E-04	3.1	1.46E-02
F10	14.0	3.28E-04	11.9	1.16E-02
Rasgrp1	12.3	3.53E-03	5.3	1.71E-02
**Down-Regulated**	**M1 vs. M0**		**M2 vs. M0**	
**Gene**	**FC**	**p-value**	**FC**	**p-value**
Sh2d3c	0.39	4.24E-04	0.48	3.73E-03
Slc13a3	0.07	5.89E-04	0.10	2.39E-03
Rcan1	0.40	2.25E-03	0.48	1.07E-02
4632428N05Rik	0.47	6.68E-05	0.30	1.53E-04
Trp53inp1	0.49	1.52E-02	0.47	7.32E-03
Nr1d2	0.43	4.70E-05	0.46	1.80E-04
Fcgrt	0.33	5.87E-03	0.43	2.63E-02
Slc40a1	0.05	2.73E-03	0.07	7.65E-03
Nfxl1	0.49	1.69E-02	0.24	9.84E-03
Il16	0.42	5.79E-03	0.44	9.82E-03

FC-Fold-change. Probe number and gene number may differ.

### 3.3. Distinct signatures of classically and alternatively activated macrophages

Besides shared genes, the FC vs. FC plot identifies genes that are differentially expressed in M1 or M2 macrophages (**Fig 2)**. To identify M1/M2-discriminating markers, we focused on genes up-regulated in one condition but down-regulated in the opposite condition. This strategy excludes non-selective genes, such as Arg-1, that are very highly up-regulated in M2 but are still up-regulated in M1 cells. Such analysis revealed 57 genes up-regulated in M1 macrophages, which were reciprocally down-regulated in M2 macrophages (bottom right quadrant, in purple, **Table 4**). These genes will be subsequently referred to as M1-distinct genes. Likewise, 33 genes were up-regulated in M2 macrophages but down-regulated in M1 macrophages (upper left quadrant, in green, **Table 5**). These genes will be referred to as M2-distinct genes. These two sets of genes provide a promising group of candidate M1 and M2 macrophage specific markers that may be used to distinguish between these uniquely activated macrophage phenotypes.

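The genes that rose with LPS and IFN-γ and fell with IL-4 included many of the interferon response. Oasl1, an interferon-induced antiviral protein, was at 949 ± 369.6 units in M0 (SD, n = 3), 6145 ± 561 in M1 (SD, n = 3) and 148 ± 21.1 in M2 macrophages (SD, n = 2), with log2 fold changes of 2.78 (standard error 0.24, adjusted p = 5.3e-06) and -2.60 (standard error 0.27, adjusted p = 4.6e-05) from limma. Ms4a4c, a membrane protein, had log2 fold changes of 2.48 (standard error 0.16, adjusted p = 3.5e-07) and -4.08 (standard error 0.17, adjusted p = 2.6e-08). Gbp6, a GTPase that acts against microbes inside the cell, rose by 2.88 in M1 and fell by 1.97 in M2. The set held 83 probes of 53 named genes with limma, but 2 probes with the methods' t-test on log2 values and 0 on linear values, both adjusted. Of the 30 genes of the type I interferon response 12 were in it at any of their probes (Ddx58, Dhx58, Herc6, Ifit1, Ifit2, Isg20, Mx1, Oasl1, Rsad2, Stat2, Xaf1 and Zbp1), where 0.0874 would be expected by chance (Fisher's exact test, adjusted p = 2.5e-22). That test counts all named genes, dim ones included, and treats genes as independent. These genes had an estimated correlation of 0.39, so the p-value can be too small. Between M1 and M2 macrophages all 30 were higher in M1 (camera adjusted p = 1.8e-36, adjusted p = 0.067 with an estimated correlation). Independent lists of these sizes would share 13.4 probes.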

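The genes that rose with IL-4 and fell with LPS and IFN-γ included receptors for sugars and cytokines, a matrix protease and a clotting protein. Clec7a, the receptor for fungal β-glucan also called dectin-1, was at 3415 ± 252 units in M0 (SD, n = 3), 466 ± 62.5 in M1 (SD, n = 3) and 11604 ± 80.5 in M2 macrophages (SD, n = 2), with log2 fold changes of -2.88 (standard error 0.11, adjusted p = 9.2e-09) and 1.77 (standard error 0.13, adjusted p = 2.2e-06) from limma. Mmp12, the macrophage elastase, had log2 fold changes of -2.14 (standard error 0.18, adjusted p = 4.7e-06) and 1.96 (standard error 0.21, adjusted p = 4.9e-05). Vwf, von Willebrand factor, fell by 2.15 in M1 and rose by 2.21 in M2, and Il6st at 1 of its probes, the signaling subunit of the IL-6 receptor, fell by 1.78 and rose by 2.01, with 2 of its 3 other probes giving the same call in M1. The set held 51 probes of 35 named genes with limma, but 6 and 8 probes with the methods' t-test on log2 and on linear values, both adjusted. In the limma set 4 of the 28 M2 markers were found (Clec10a, Clec7a, Egr2 and Mrc1). Independent lists of these sizes would share 15.8 probes. From the opposite directions of the genes in both sets, the paper proposes them as candidate markers that tell the activated states apart.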

**Table 4:** Genes increased more than 2-FC in M1 and decreased more than 2-FC in M2 macrophages.

	M1 vs. M0		M2 vs. M0	
Gene	FC	p-value	FC	p-value
Cd38	28.87	8.02E-04	0.24	6.31E-03
Cfb	18.92	4.20E-04	0.30	3.29E-02
Slfn4	14.40	7.69E-03	0.19	2.29E-04
H2-Q6	11.25	5.94E-03	0.44	1.30E-02
Fpr1	9.97	8.40E-04	0.10	3.41E-03
Slfn1	9.46	1.66E-04	0.20	1.79E-02
Gpr18	8.78	1.15E-04	0.39	1.10E-02
Ccrl2	8.58	6.02E-03	0.41	8.07E-03
Fpr2	8.23	2.00E-05	0.04	5.72E-03
Cxcl10	7.95	2.13E-04	0.10	1.45E-02
Mpa2l	7.38	1.19E-03	0.25	5.50E-03
Mpa2l	6.80	1.06E-03	0.13	8.11E-03
Oasl1	6.47	1.79E-04	0.16	3.32E-02
Tlr2	5.71	1.74E-03	0.39	6.69E-03
Ms4a4c	5.47	4.61E-05	0.06	6.60E-03
Ms4a4c	4.98	9.04E-04	0.03	8.41E-03
LOC100503664	4.94	1.01E-04	0.33	6.87E-04
Irak3	4.89	1.46E-05	0.42	1.25E-02
Irak3	4.85	2.75E-04	0.44	1.59E-03
Hp	4.79	5.23E-04	0.23	4.36E-02
Itgal	4.63	5.17E-04	0.43	1.19E-02
Herc6	4.45	1.98E-03	0.33	4.90E-02
Herc6	4.37	2.21E-04	0.35	1.08E-02
Cd300lf	4.31	2.74E-03	0.40	1.41E-02
Isf20	4.26	5.89E-04	0.12	1.11E-02
Pstpip2	4.17	7.79E-06	0.33	9.87E-04
Cp	4.12	4.21E-03	0.34	4.34E-02
Isg15	4.11	1.55E-04	0.15	1.68E-02
Herc6	4.05	3.64E-03	0.36	4.39E-02
Probe 1452408_at	4.03	4.90E-04	0.09	1.74E-03
Cp	3.80	2.47E-03	0.35	6.16E-03
Cp	3.74	8.27E-04	0.41	8.82E-03
Ifi44	3.68	6.07E-03	0.13	6.81E-03
Pstpip2	3.67	5.55E-04	0.43	9.84E-03
Cp	3.65	1.02E-03	0.38	5.33E-03
E030037K03Rik	3.54	4.68E-03	0.16	8.31E-03
Saa3	3.50	5.83E-05	0.15	8.31E-03
Ifit1	3.48	5.03E-04	0.06	1.79E-02
Cp	3.46	5.25E-03	0.33	9.09E-03
Marco	3.44	2.70E-03	0.15	9.22E-04
F11r	3.43	1.98E-02	0.41	9.84E-03
Marco	3.33	2.37E-03	0.20	2.49E-03
Rsad2	3.03	1.75E-03	0.09	1.72E-02
Ddx60	2.89	6.52E-04	0.23	1.11E-02
Pilr1	2.89	1.22E-04	0.44	1.39E-02
Cpd	2.85	9.18E-03	0.36	1.18E-02
Fam26f	2.82	5.24E-03	0.23	2.95E-03
Aoah	2.65	6.33E-03	0.31	2.14E-03
Cpd	2.56	1.67E-03	0.34	2.17E-03
Gngt2	2.55	4.37E-04	0.20	2.96E-03
Mx1	2.49	1.46E-02	0.15	1.04E-02
Pyhin1	2.48	5.26E-03	0.20	7.00E-03
Cpd	2.48	9.04E-04	0.34	1.57E-03
Rsad2	2.47	9.79E-04	0.07	7.47E-03
Epb4.1l3	2.47	1.89E-02	0.50	2.07E-02
Slfn8	2.42	1.28E-04	0.24	2.48E-03
Arhgap24	2.38	6.48E-04	0.36	2.53E-03
Ddx60	2.36	7.01E-03	0.29	4.74E-03
Nfkbiz	2.34	2.68E-02	0.34	8.91E-04
Gbp6	2.31	2.54E-03	0.37	2.54E-02
Stat1	2.27	1.92E-03	0.27	2.27E-02
Zpb1	2.27	1.22E-03	0.25	9.01E-03
Cpd	2.27	2.77E-03	0.27	8.28E-04
D14Erd668e	2.22	2.74E-03	0.21	3.41E-03
Ddx58	2.22	7.19E-03	0.43	2.46E-02
Tuba4a	2.18	3.43E-03	0.33	1.07E-02
Tuba4a	2.14	1.30E-03	0.38	4.28E-03
Nfkbiz	2.14	4.04E-03	0.14	1.24E-03
H2-T10	2.14	2.67E-03	0.44	4.41E-03
Ebi3	2.13	1.10E-02	0.33	3.28E-04
Rsad2	2.12	1.71E-03	0.08	5.15E-03
Stat1	2.11	5.28E-03	0.34	3.41E-02
Fam176b	2.11	2.06E-03	0.49	5.71E-03
Xaf1	2.09	8.74E-04	0.25	8.04E-04
Gbp6	2.08	2.72E-03	0.44	2.13E-02
Stat2	2.08	2.93E-03	0.45	3.12E-02
Sepx1	2.01	3.29E-04	0.47	8.53E-03
Ifit2	2.01	9.28E-03	0.04	1.28E-02

FC = Fold Change. Probe number and gene number may differ

**Table 5:** Genes increased more than 2-FC in M2 and decreased more than 2-FC in M1 macrophages.

	M1 vs. M0		M2 vs. M0	
Gene	FC	p-value	FC	p-value
Ptgs1	0.449	5.20E-03	11.022	5.11E-05
Egr2	0.077	2.30E-03	9.469	1.59E-04
Olfm1	0.372	1.06E-03	8.456	1.20E-02
Egr2	0.074	6.71E-05	8.356	1.16E-04
Flrt2	0.472	1.26E-02	7.294	1.02E-04
Flrt2	0.405	4.47E-03	6.928	6.05E-05
P2ry1	0.472	3.53E-03	4.519	4.06E-03
Vwf	0.222	8.02E-03	4.512	1.99E-04
Bcar3	0.358	5.61E-04	4.429	2.68E-03
Il6st	0.395	2.22E-05	4.352	8.66E-04
Il6st	0.293	4.05E-04	4.03	2.71E-03
Tanc2	0.436	2.55E-05	3.946	2.41E-05
Mmp12	0.234	4.22E-04	3.887	7.31E-05
Tcfec	0.474	1.76E-04	3.794	1.19E-02
Clec7a	0.136	3.96E-05	3.398	1.54E-05
Matk	0.156	3.95E-07	3.386	4.21E-03
Myc	0.358	2.80E-03	3.254	4.87E-03
Clec10a	0.064	7.48E-03	3.092	2.91E-03
Matk	0.095	1.01E-03	3.066	4.57E-03
Amz1	0.397	5.34E-03	3.008	4.09E-04
Tmem158	0.368	4.16E-04	2.988	1.43E-02
Tanc2	0.385	1.61E-04	2.977	9.43E-03
Tiam1	0.196	8.39E-05	2.974	6.66E-05
Rhoj	0.208	6.56E-03	2.964	2.92E-02
Mmp9	0.235	4.98E-05	2.819	4.07E-03
Mrc1	0.015	1.76E-03	2.817	1.62E-03
Atp6v0a1	0.345	1.04E-02	2.815	3.36E-03
Atp6v0a1	0.318	6.87E-05	2.736	7.92E-04
Lmna	0.336	8.41E-05	2.736	1.44E-02
Chst7	0.36	1.66E-05	2.67	1.01E-02
Atp6v0d2	0.064	6.80E-03	2.601	9.36E-03
Gnb4	0.444	1.12E-03	2.576	1.66E-02
Atp6v0d2	0.057	1.20E-03	2.465	6.55E-03
Emp2	0.212	1.83E-04	2.459	2.31E-03
Cd300ld	0.202	9.37E-06	2.437	2.76E-04
Cd83	0.333	7.46E-04	2.381	1.32E-03
Socs6	0.367	7.54E-03	2.373	8.12E-03
Actn1	0.464	1.54E-04	2.366	2.20E-03
Socs6	0.407	9.16E-03	2.356	2.37E-03
Emp2	0.435	7.35E-03	2.355	1.65E-02
Socs6	0.428	3.42E-03	2.285	2.30E-03
Emp2	0.475	6.29E-03	2.26	2.82E-02
Atp6v0a1	0.361	2.22E-02	2.232	2.19E-02
Plk2	0.29	2.31E-04	2.151	3.28E-03
Ptpla	0.323	4.97E-03	2.041	1.49E-02

FC = Fold Change. Probe number and gene number may differ

To identify networks linking these genes, we performed IPA analysis on M1-distinct genes. This analysis revealed Stat1, Stat2 and Pyhin, a microbial sensor that drives inflammasome activation [24–28,42], downstream of LPS+IFN-γ-stimulated TLR signaling (**S2 Fig**). 

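Stat2, which carries the type I interferon signal to the nucleus, moved in opposite directions in the activated states. It was at 398 ± 129 units in M0 (SD, n = 3), 897 ± 106 in M1 (SD, n = 3) and 160.0 ± 18.9 in M2 macrophages (SD, n = 2), with log2 fold changes of 1.21 (standard error 0.18, adjusted p = 4.3e-04) in M1 and -1.27 (standard error 0.21, adjusted p = 0.00144) in M2 from limma. Ifi209, for which the gene table used here gives Pyhin1 as an older name, had log2 fold changes of 0.67 (standard error 0.12, adjusted p = 0.00112) and -2.03 (standard error 0.13, adjusted p = 8.0e-07). Its rise in M1 macrophages was under 2-fold at this probe and over 2-fold at its other probe, with log2 fold changes of 1.32 in M1 and -2.30 in M2.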

Stat activity has been linked to increased expression of Dead Box Polypeptide (Ddx) 58 [29,43], a putative helicase implicated in RNA binding. Ddx58 was in turn linked to many expressed M1 genes, including the secreted M1 marker Cxcl10. 

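Ddx58, the RNA helicase RIG-I that senses viral RNA, and the chemokine Cxcl10 rose with LPS and IFN-γ and fell with IL-4. Cxcl10 was at 415 ± 127 units in M0 (SD, n = 3), 3296 ± 368 in M1 (SD, n = 3) and 40.1 ± 7.64 in M2 macrophages (SD, n = 2), with log2 fold changes of 3.03 (standard error 0.20, adjusted p = 4.2e-07) and -3.34 (standard error 0.22, adjusted p = 1.0e-06) from limma. The size of its fall is uncertain, since its M2 level lies near the median intensity of an array. Ddx58 had log2 fold changes of 0.82 (standard error 0.12, adjusted p = 3.6e-04) and -1.73 (standard error 0.14, adjusted p = 4.4e-06) at its brightest probe and of 1.16 and -1.20 at another. A further probe of Ddx58 did not give the same calls.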

LPS stimulation was also linked to increased expression of transmembrane receptors Tlr2, Fpr2, Gpr18 and CD38. Among these M1 marker candidate genes, CD38, Fpr2 and Gpr18 (bold letter-labeled in **Fig 2,** other common M1 markers shown in italics for comparison) were among the top 10 in FC increase. 

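Tlr2, the receptor for bacterial lipoproteins, rose in M1 macrophages and fell in M2 macrophages. It was at 697 ± 8.53 units in M0 (SD, n = 3), 3977 ± 763 in M1 (SD, n = 3) and 273 ± 88.7 in M2 macrophages (SD, n = 2). The log2 fold changes of Tlr2 were 2.49 (standard error 0.17, adjusted p = 7.3e-07) in M1 and -1.39 (standard error 0.19, adjusted p = 4.5e-04) in M2 from limma, and its difference between M1 and M2 was 3.88 (standard error 0.19, adjusted p = 3.1e-08 from limma).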

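Gpr18 was number 5 and Fpr2 number 7 of the 53 named genes that rose in M1 and fell in M2 macrophages. Genes were ranked by the largest log2 fold change in M1 among their probes, not by that of the brightest probe. The ranking covers only probes with 1 symbol in the annotation used here, which leaves out some genes of the paper's tables. Lcn2, the iron carrier binding protein, was number 1 with 5.50 (standard error 0.32, adjusted p = 1.7e-07 from limma). Its fall in M2 macrophages, -1.94 (adjusted p = 0.00329), did not pass without M2 replicate 1 (log2 fold change -1.46, adjusted p = 0.063 from limma). Oasl1 was number 10.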

Fpr2 and Gpr18 are G-protein coupled receptors and CD38 is a multifunctional ectoenzyme that synthesizes ADP-ribose and cyclic ADP-ribose and promotes intracellular Ca^2+^ signaling. Similar IPA analysis on M2-exclusive genes shows an IL-4 driven network that leads to increased expression of c-Myc and Egr2, two transcriptional regulators that are linked to each other and to other M2-exclusive candidate markers (**S3 Fig**). C-myc has important roles in cell cycle and metabolism [44] and Egr2 is known to have an inactivating role in T cells [45]. Egr2 was one of the most highly up-regulated genes in the M2-exclusive quadrant, among which we also found the well-known surface M2 markers Mrc1 and CD83 (labeled in **Fig 2**).

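Egr2 was number 1 of the 35 named genes that rose in M2 and fell in M1 macrophages. These were ranked by the largest log2 fold change in M2 among their probes. Ptgs1, which the paper's Table 5 lists above Egr2, is not among these genes. The ranking covers only probes with 1 symbol in the annotation used here, which leaves out some genes of the paper's tables. Mrc1 was number 21 and Cd83, a surface protein of activated antigen-presenting cells, number 30. Cd83 was at 477 ± 54.7 units in M0 (SD, n = 3), 159 ± 22.8 in M1 (SD, n = 3) and 1136 ± 65.4 in M2 macrophages (SD, n = 2), with log2 fold changes of -1.59 (standard error 0.13, adjusted p = 2.6e-06) in M1 and 1.26 (standard error 0.14, adjusted p = 9.1e-05) in M2 from limma.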

### 3.4. Validation of CD38, Fpr2 and Gpr18 as distinct M1 macrophage markers

To unequivocally discriminate between polarized macrophage subsets (e.g., M1 or M2), we focused on distinct M1 up-regulated genes highlighted in purple in **Fig 2**. Among the top 10 genes in this group (**Table 4**), we focused on CD38, Fpr2, and Gpr18 as M1 marker candidates due to their predicted membrane expression patterns that could lead to improved M1 detection and sorting by flow cytometry. These candidate markers were verified by Real-Time PCR on independent datasets. CD38 was the most highly and significantly up-regulated in M1 vs. M0 macrophages, with close to a 30-fold increase in M1 macrophages (**Fig 3A**). 

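Fpr2, a receptor for formyl peptides of bacteria, and Gpr18, a receptor for lipid mediators, rose in every M1 array above every M0 array. Fpr2 went from 951 ± 221 (SD, n = 3) to 7820.3 ± 459 (SD, n = 3) units, a ratio of 8.36 between geometric means and a log2 fold change of 3.06 (standard error 0.16, adjusted p = 8.9e-08 from limma). Gpr18 was dimmer and went from 161 ± 17.7 (SD, n = 3) to 1414 ± 144 (SD, n = 3) units, a ratio of 8.78 and a log2 fold change of 3.13 (standard error 0.16, adjusted p = 6.7e-08 from limma). Each gene has a single probe with its symbol alone.

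**Figure D2:**
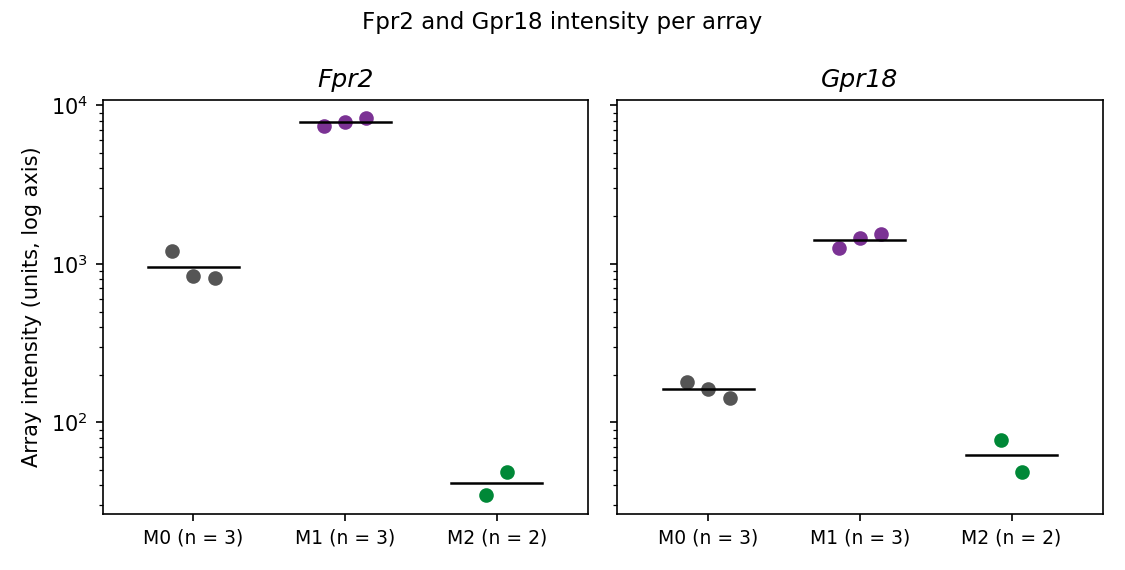
Array intensity in units, on a log axis, of Fpr2 and Gpr18 in M0, M1 and M2 macrophages. Each point is 1 array and each bar the mean. The M1 arrays lie at 7358, 7827 and 8276 units for Fpr2, and the M2 arrays lie below the M0 arrays for both genes.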

Fpr2 and Gpr18 were up-regulated 8-fold (**Fig 3B and 3C**). 

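Fpr2 and Gpr18 both fell with IL-4, Fpr2 to the intensity of the median probe. Fpr2 was at 41.6 ± 9.68 (SD, n = 2) units in M2 macrophages, a log2 fold change of -4.51 (standard error 0.18, adjusted p = 1.7e-08 from limma), and Gpr18 at 62.6 ± 20.0 (SD, n = 2) units, a log2 fold change of -1.40 (standard error 0.18, adjusted p = 2.4e-04 from limma). The size of the fall of Fpr2 is uncertain at such a level. Between M1 and M2 macrophages the difference was 7.57 (standard error 0.18, adjusted p = 1.0e-10 from limma) for Fpr2 and 4.53 (standard error 0.18, adjusted p = 5.0e-09 from limma) for Gpr18. Neither fall passed with the methods' t-test when adjusted, on log2 or on linear values (-4.51 for Fpr2, and -1.40 and -1.36 for Gpr18). The Gpr18 arrays of M2 were at 76.8 and 48.5 units.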

All three genes were down-regulated 2- to 25-fold in M2 macrophages (**Fig 3A–3C**), and displayed raw mean expression values <65 units, indicative of low-level expression in M2 macrophages.

**Fig 3:**
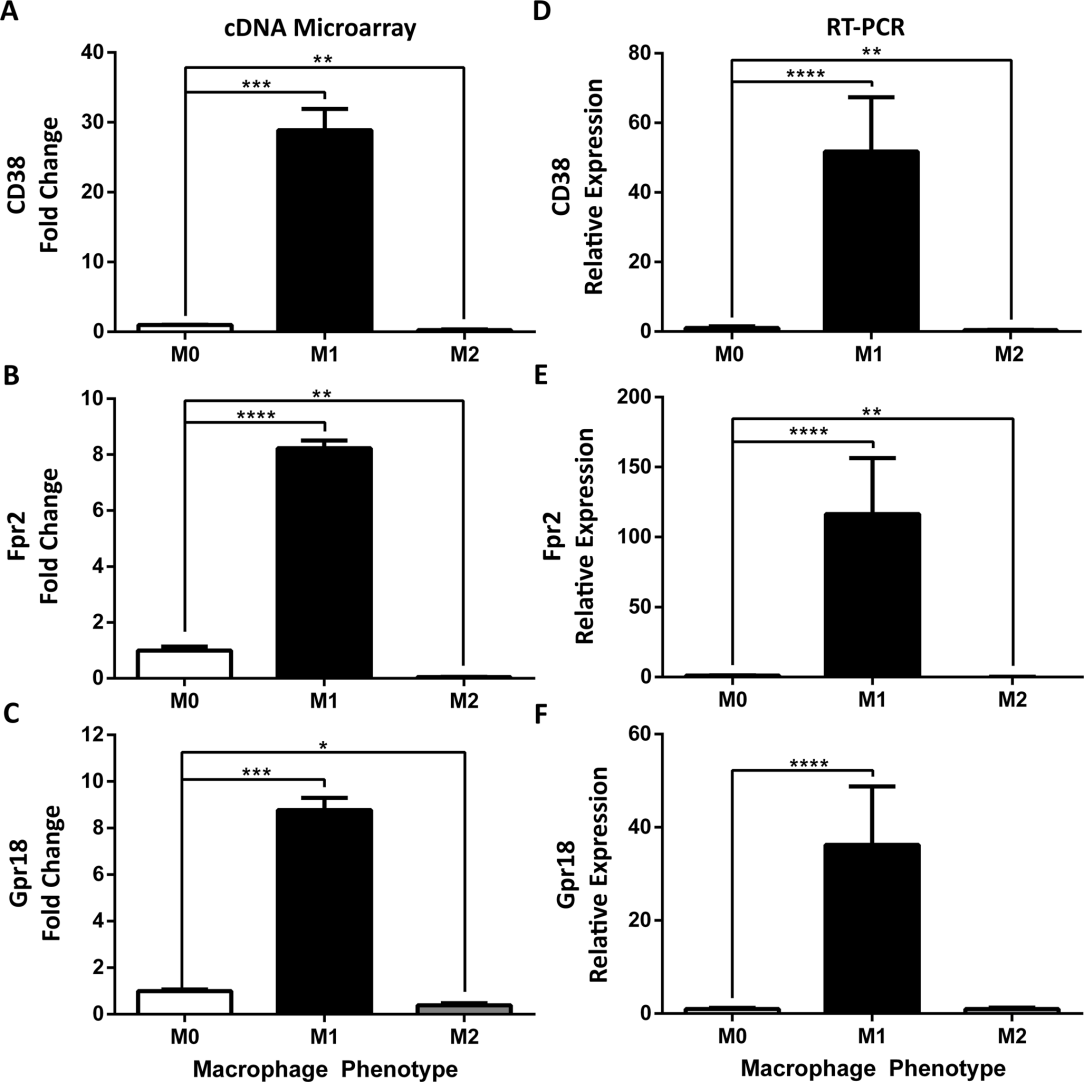
Identification and validation of novel classically activated M1 markers CD38, Fpr2 and Gpr18. Expression of (**A**) CD38, (**B**) Formyl peptide receptor 2 (Fpr2) and (**C**) G-Protein Coupled Receptor 18 (Gpr18) was determined by cDNA microarray in BMDMs stimulated for 24 hours in M0, M1, and M2 (n = 2–3 mice, 3 replicates/mouse/condition) conditions. Gene expression is represented as fold change relative to unstimulated M0 condition (FC ± SEM), multiple corrected t-test. Expression of (**D**) CD38, (**E)** Fpr2, (**F**) and Gpr18 was determined by Real-Time PCR in BMDMs stimulated for 24 hours in M0, M1, and M2 (n = 8, 6 mice, 1–2 replicates/mouse/condition) conditions. Gene expression expressed as fold-change relative to unstimulated M0 condition (FC ± SD); ANOVA followed by multiple comparison post-hoc t-test; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

To validate these array-identified genes as M1 markers, we performed Real-Time PCR on two independent datasets. CD38 was up-regulated over 50-fold in M1 macrophages as compared to unstimulated M0 macrophages (**Fig 3D–3F**). In contrast, CD38 expression was decreased in M2 macrophages. The second candidate M1 marker, Fpr2, was up-regulated over 100-fold during M1 differentiation but down-regulated during M2 differentiation. Finally, Real-Time PCR confirmed that Gpr18 was up-regulated over 35-fold in M1 macrophages. Raw Ct averages for Fpr2, CD38 and Gpr18 in M2 macrophages were >32, 35 and 36, respectively. Overall, Fpr2, CD38 and Gpr18 represent three highly expressed, M1 macrophage-specific markers.

### 3.5. Identification and validation of distinct M2 macrophage markers

To identify M2 markers, we focused on the genes highlighted in green in **Fig 2**, which were up-regulated during M2 polarization but down-regulated during M1 polarization. 

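Egr2, an early growth response transcription factor, rose with IL-4 and fell with LPS and IFN-γ. It was at 211 ± 48.6 (SD, n = 3) units in M0, 16.4 ± 5.32 (SD, n = 3) in M1 and 2001 ± 97.9 (SD, n = 2) in M2 macrophages. Its log2 fold changes of 3.27 (standard error 0.24, adjusted p = 2.6e-06) in M2 and -3.71 (standard error 0.21, adjusted p = 1.7e-07) in M1 are from limma, the first a ratio of 9.64. The size of the fall is uncertain, since the M1 level lies below the median intensity of an array. The rise of Egr2 in M2 did not pass with the methods' t-test on log2 values when adjusted (3.27). The other probe of Egr2 had log2 fold changes of 3.07 and -3.77. M1 and M2 macrophages differed by -6.98 (standard error 0.24, adjusted p = 1.8e-09 from limma).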

Among those genes, Egr2 was among the most highly up-regulated genes, with over an 8-fold change increase (**Fig 4A**) while its expression decreased more than 10-fold in M1 macrophages. c-Myc is an important TF in the immune system predicted to be linked to Egr2 by Ingenuity Pathway Analysis (**S3 Fig**). 

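Myc, the transcription factor of cell growth and division, followed the same opposite directions as Egr2 with smaller changes. It was at 218 ± 34.9 (SD, n = 3) units in M0, 78.1 ± 12.4 (SD, n = 3) in M1 and 709.8 ± 87.9 (SD, n = 2) in M2 macrophages. The log2 fold change of Myc was 1.71 (standard error 0.17, adjusted p = 2.7e-05 from limma) in M2, a ratio of 3.27, and -1.48 (standard error 0.15, adjusted p = 1.7e-05 from limma) in M1, a ratio of 2.79 down. With the methods' t-test and adjustment its rise in M2 did not pass on log2 (1.71) or linear values (1.70). M1 and M2 macrophages differed by -3.19 (standard error 0.17, adjusted p = 4.9e-08 from limma).

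**Figure D3:**
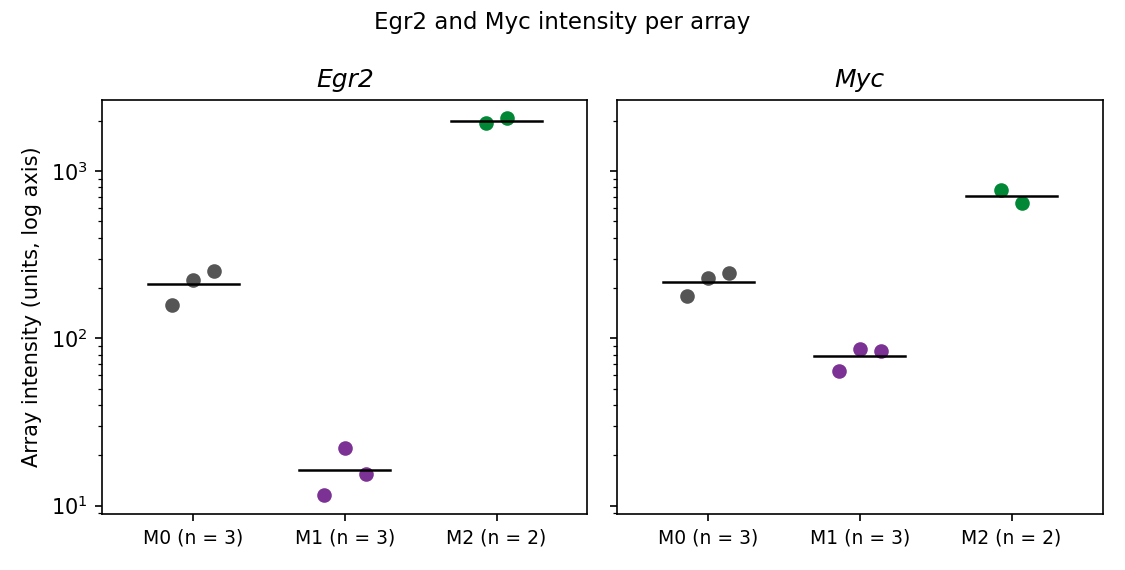
Array intensity in units, on a log axis, of Egr2 and Myc in M0, M1 and M2 macrophages. Each point is 1 array and each bar the mean. For both genes every M2 array lies above every M0 array and every M1 array below, with Egr2 at 11.5, 22.1 and 15.5 units in M1.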

Array data showed a 3-fold increase (p≤0.01, **Fig 4B**) in c-Myc in M2 macrophages but a 2-fold decrease in M1 macrophages (**Fig 4B**).

**Fig 4:**
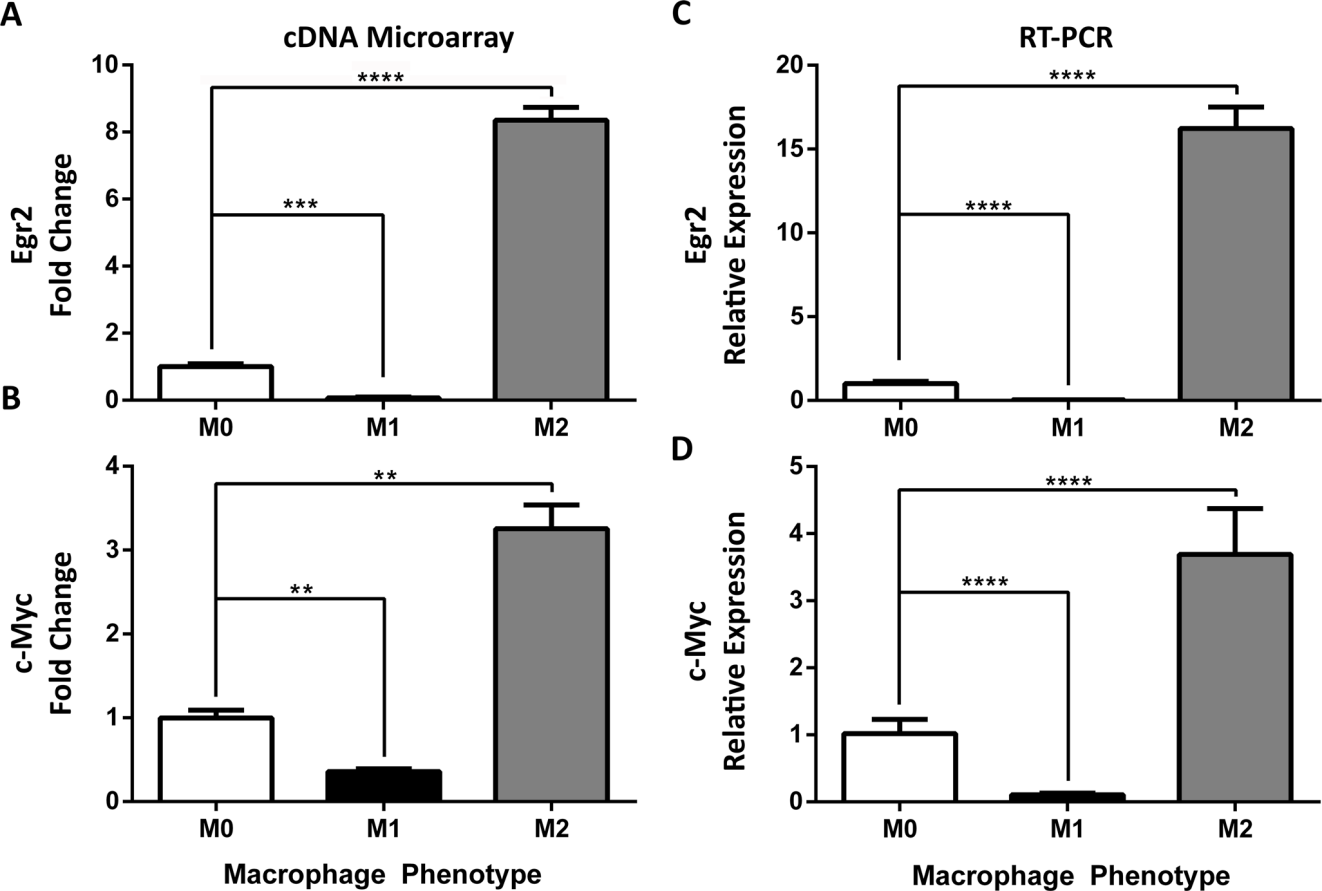
Identification and validation of alternatively activated M2 markers c-Myc and Egr2. Expression of (**A**) Early Growth Response Protein-2 (Egr2) and (**B**) c-Myc was determined using cDNA microarray in BMDMs stimulated for 24 hours in M0, M1, and M2 (n = 2–3 mice, 2 replicates/mouse/condition) conditions. Gene expression is represented as fold change (FC ± SEM) relative to unstimulated M0 condition; multiple comparison corrected t-test. Expression of **(C)** Early Growth Response Protein-2 (Egr2) and **(D) c-**Myc expression was measured via RT-PCR and expressed as mean relative expression (±SD) in M0, M1, and M2 (n = 8, 6 mice, 1–2 replicates/mouse/condition) BMDMs. Gene expression is expressed as FC ± SD of unstimulated M0 condition; ANOVA followed by multiple comparison post-hoc t-test; **p<0.01, ***p<0.001, ****p<0.0001. Data shown are from one experiment representative of two independent experiments.

To validate these M2 genes, we performed Taqman RT-PCR on independent datasets. Egr2 expression was increased 16-fold (**Fig 4C**) in M2 macrophages compared to unstimulated M0 macrophages but decreased 26-fold ± 3.5 in M1 macrophages. c-Myc expression was increased 3-fold in M2 macrophages (**Fig 4D**) but decreased 9-fold in M1 macrophages. Importantly, raw Ct averages for Egr2 and c-Myc in M1 macrophages were >37 and 35, respectively, confirming low-level expression in these cells.

### 3.6. CD38/Egr2 flow assay discriminates M1/M2 macrophage phenotypes

To confirm that the above genes are translated into protein and to attempt to use these proteins as markers capable of distinguishing between M1 and M2 macrophage populations, we designed a flow cytometry panel to detect membrane CD38 and intracellular Egr2. BMDMs were differentiated using M0, M1 or M2 stimulation conditions for 24 hours then were stained with antibodies against CD11b, surface CD38 and intracellular Egr2 or isotype controls. We expected M1 cells to display a CD38^+^Egr2^-^ phenotype and M2 cells to have a CD38^-^Egr2^+^ phenotype. Indeed, 65.6% ± 3 (SD) of cells cultured in M1 conditions expressed surface CD38 and were negative for intracellular Egr2 staining, whereas <1% of cells cultured in M0 and M2 conditions were CD38^+^Egr2^-^ (**Fig 5A**, quantified in **Fig 5B**). Conversely, 86.7% ± 3 (SD) of M2 cells were CD38^-^Egr2^+^ while less than 1% of M1 cells and only 7% of M0 cells displayed this phenotype (**Fig 5A and 5B**). To ascertain that this phenotype was stable over time, we compared the expression of these markers at 24 h and 6 days post-differentiation. At 6 days, 58.0% ± 1 of M1 culture macrophages displayed the CD38^+^Egr2^-^ phenotype (**S4A Fig**) and 81.7% ± 3 of M2 culture macrophages were CD38^-^Egr2^+^ (**S4B Fig**). Importantly, M0 or M2 macrophages did not acquire a CD38^+^Egr2^-^ phenotype over time. Similarly, less than 1% of M1 macrophages were CD38^-^Egr2^+^ at 6 days. In contrast, the CD38^-^Egr2^+^ phenotype reached 24% within the M0 population (**S4B Fig**), consistent with the reported shift to M2 phenotype that may occur during extended *in vitro* conditions [30,31,46]. These data show that while the CD38^+^Egr2^-^ phenotype is associated with M1 macrophages, the M2 CD38^-^Egr2^+^ phenotype is linked to M2 macrophages and that both phenotypes are stable over several days. Comparison to classic markers iNOS and Arginase-1 is shown in **Fig 5C–5J**. While iNOS is expressed in a higher proportion of M1 cells than CD38 (**Fig 5C and 5D**), practically all CD38^+^ cells were iNOS^+^ (**Fig 5C**) and the majority of iNOS^+^ (**Fig 5G**) or TNF-α^+^ (**Fig 5H**) M1 cells co-express CD38. In contrast, while only 24.4 ± 0.5% of M2 macrophages expressed Arginase-1, 71.2 ± 0.4% stained for Egr2 (**Fig 5E and 5F**). Within the relatively small percentage of M2 cells expressing Arginase-1 or CD206^+^, most were positive for Egr2 (**Fig 5I and 5J**). Overall, this indicates that CD38 and Egr2 are M1 and M2 markers, respectively, and that Egr2 is an improved M2 protein marker over Arginase-1 or CD206.

**Fig 5:**
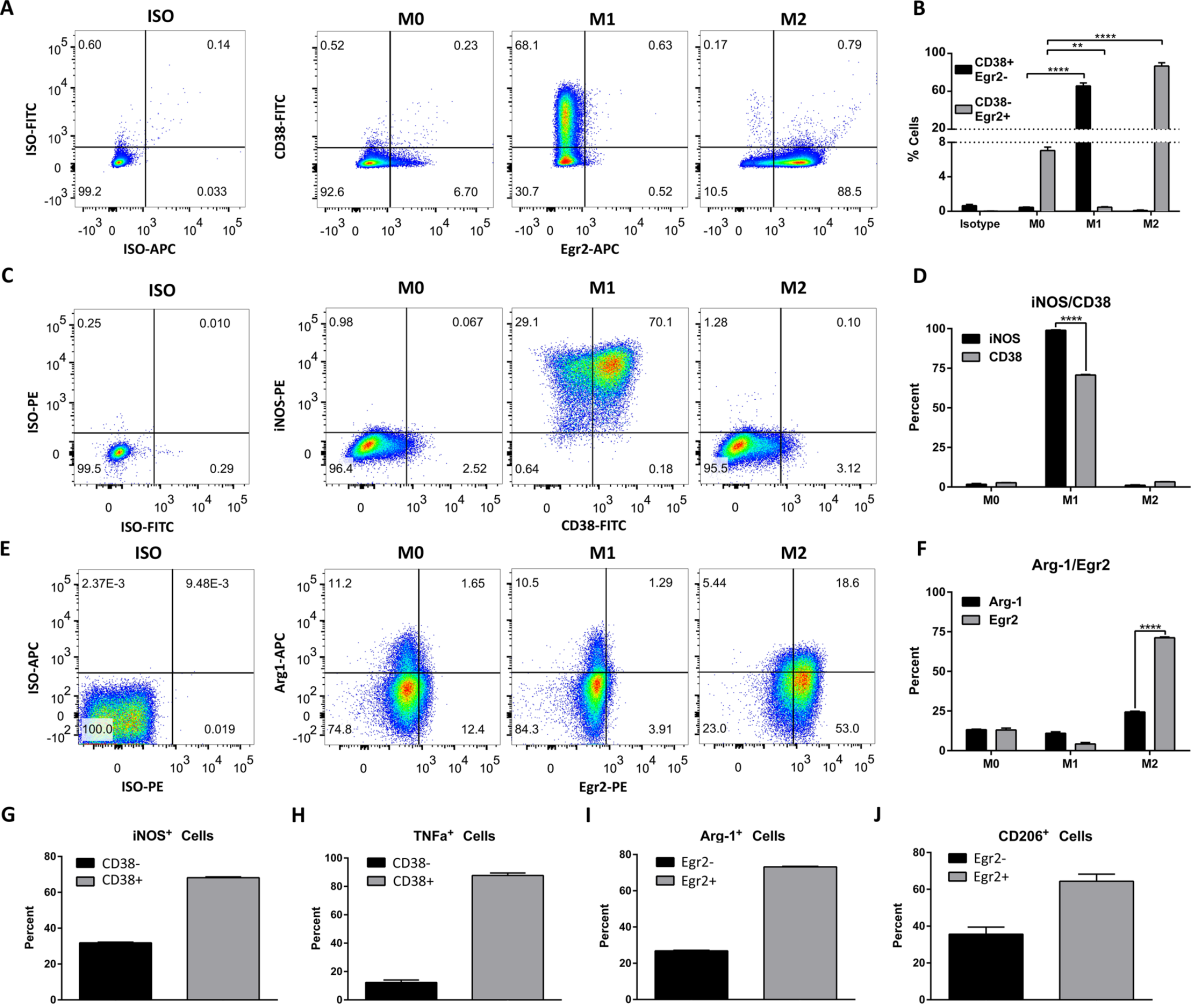
Expression of CD38 and Egr2 protein in M0, M1 and M2 macrophages. Flow cytometry staining of surface CD38 and intracellular Egr2 (**A**), CD38 and iNOS (**C**) or Egr2 and Arginase-1 (**E**) in BMDM 24 hours post-differentiation in M0, M1 and M2 conditions (representative data of three independent experiments). Flow plots correspond to the CD11b gate. **B.** Quantification of **A**, showing the proportion of M0, M1 and M2 macrophages with CD38^+^Egr2^-^ (putative M1) or CD38^-^Egr2^+^ (putative M2) phenotype at 24 hours (n = 3–6 replicates from two independent experiments). **D.** Quantification of **C**, showing the proportion of M0, M1 and M2 macrophages with CD38^+^ or iNOS+ phenotype at 24 hours (n = 3 replicates, representative of three independent experiments). **F.** Quantification of **E**, showing the proportion of M0, M1 and M2 macrophages with Egr2^+^ or Arg-1^+^ phenotype at 24 hours (n = 3 replicates representative of three independent experiments). Percentage of CD38^+^ cells in iNOS^+^ (**G**) or TNF-α^+^ (**H**) BMDM differentiated for 24 hours in M1 conditions. Percentage of Egr2^+^ cells in Arg-1^+^ (**I**) or CD206^+^ (**J**) BMDM differentiated for 24 hrs in M2 conditions. **p<0.01, ****p<0.0001.

To determine if the CD38^+^Egr2^-^ and CD38^-^Egr2^+^ phenotypes could be used to discriminate between M1 and M2 macrophages present in a mixed population, we performed flow cytometry on tagged M1 and M2 cells. **Fig 6A** shows the experimental design in which an M1 culture was V450-tagged via CD11b-V450 staining while an independent M2 culture was PE-tagged via CD11b-PE staining. When mixed, the two-labeled populations provided a heterogeneous macrophage population on which CD38 and Egr2 flow staining could be used to identify CD38^+^Egr2^-^ or CD38^-^Egr2^+^ population gates. We then calculated the proportion of cells within either gate that originated from the M1 (V450-tagged) or M2 (PE-tagged) culture (**Fig 6A**). 94.9 ± 0.8% of CD38^+^Egr2^-^ cells indeed originated from the M1 culture and 93.9 ± 0.3% of CD38^-^Egr2^+^ cells originated from the M2 culture (**Fig 6B, quantified in 6C**). Neither the CD11b-V450 nor -PE tag altered CD38 or Egr2 staining in M0, M1 and M2 cells (**Fig 6D**). These data indicate that CD38 and Egr2 markers can discriminate between M1 and M2 macrophages present in a mixed population.

**Fig 6:**
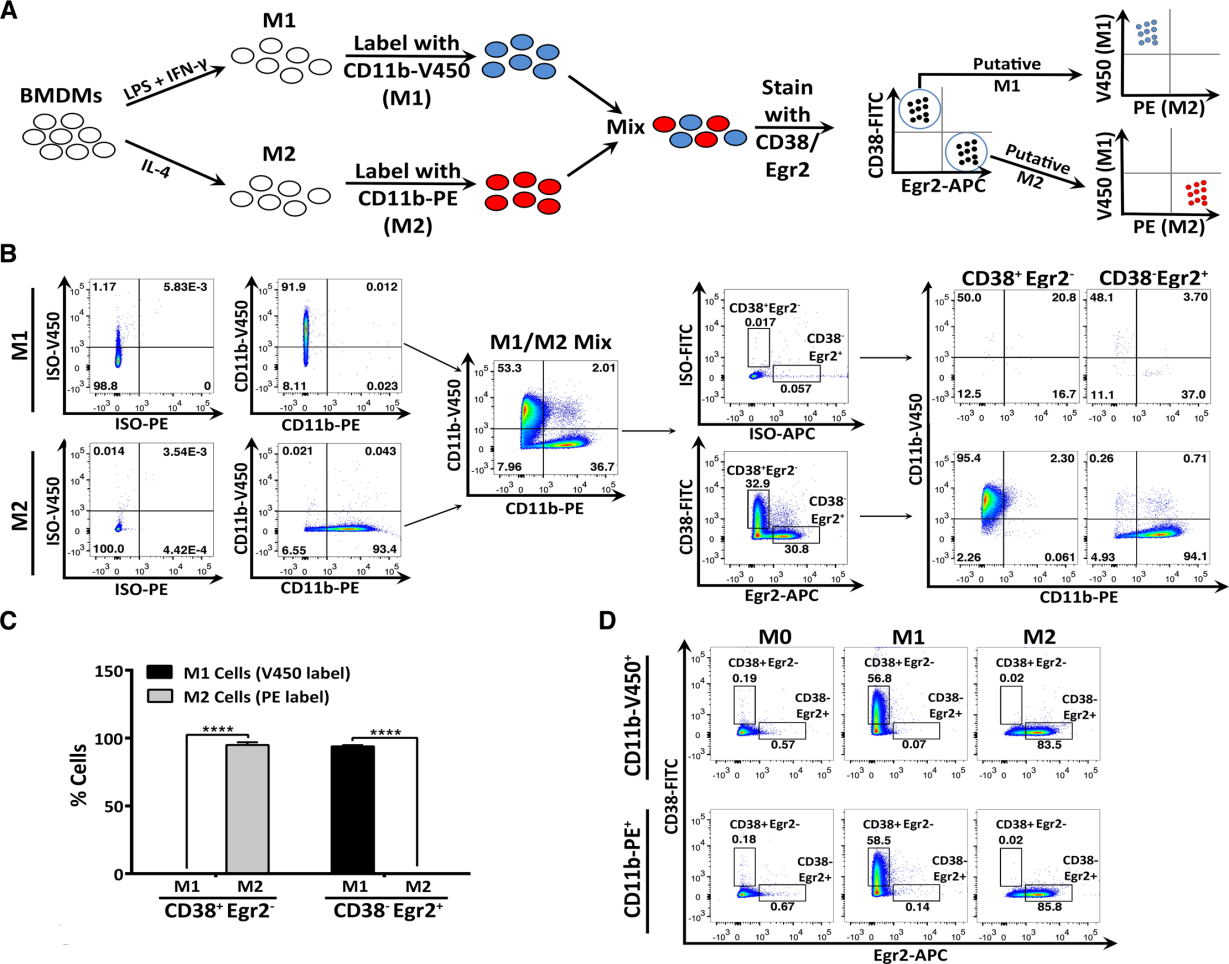
Discrimination of M1 and M2 macrophages via CD38 and Egr2 flow cytometry assay. A. Experimental design. BMDMs were differentiated for 24 hours in M1 conditions and tagged with CD11b-V450. Another set of BMDM was differentiated in M2 conditions and tagged with CD11b-PE. The M1 and M2 populations were then mixed prior to staining with surface CD38 and intracellular Egr2. CD38^+^Egr2^-^ (putative M1) and CD38^-^Egr2^+^ (putative M2) gates were drawn and the percentage of cells in each gate that originated from M1 (V450 tagged) or M2 (PE tagged) cultures was calculated. B. Representative flow cytometry data of CD38 and Egr2 staining in tagged M1 and M2 populations as indicated in A. C. Quantification of the results from B (n = 3, representative of three independent experiments). D. M0, M1 and M2 cells were stained with either CD11b-V450 or CD11b-PE and subsequently stained with CD38 or Egr2 to confirm that CD11b-V450 or -PE tagging did not alter CD38 or Egr2 staining. ****p<0.0001.

### 3.7. Mouse endotoxemia promotes a CD38^+^ macrophage population

To determine if a similar CD38^+^ inflammatory macrophage population exists *in vivo*, mice were treated with LPS or PBS via *i*.*p*. route for 12 hours. To exclusively evaluate CD38 expression in gradient-enriched spleen macrophages, after excluding neutrophils (Ly6G^+^) and dead (IndoA^+^) cells, our analysis gated CD11b^+^F480^+^ cells. This strategy has been shown to be better than Gr1/F480 staining for the identification of macrophages in the spleen [47]. LPS treatment resulted in a large increase in the percentage of CD38^+^ macrophages (Ly6C^-^) and inflammatory monocytes (Ly6C^+^), compared to PBS controls (**Fig 7A and 7B**). In addition, there was an increase in CD38 mean fluorescence intensity (MFI) in the total CD11b^+^F480^+^ population after LPS-treatment (**Fig 7C and 7D**). While a small CD38^+^ population was detectable in naive (PBS-treated) mice, the population of PBS mice had lower CD38 expression, as measured by a reduced MFI, than the one present in LPS-treated mice (**Fig 7E**). These data indicate that CD38 expression in macrophages is not limited to *in vitro* M1 macrophages, but is also detectable in *in vivo* M1 macrophages after exposure to LPS stimuli.

**Fig 7:**
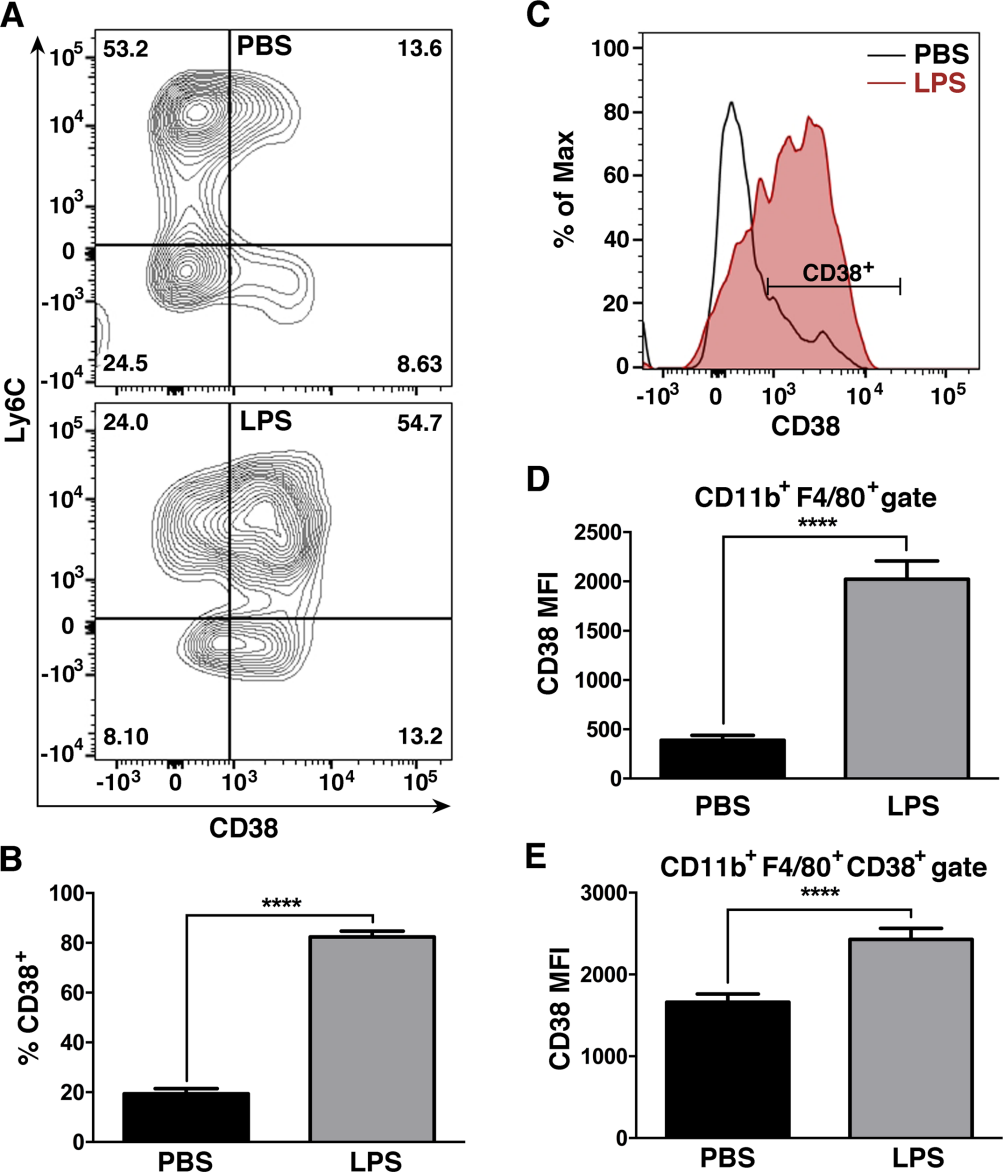
Mouse endotoxemia promotes a CD38^+^ macrophage population. **A.** Representative flow plots of CD38 expression in spleen CD11b^+^F480^+^ macrophages of mice treated for 12 hours with PBS (top) or LPS (bottom). Spleen macrophages were gradient-enriched (see Materials and Methods) and processed for flow cytometry. Flow plots show the CD11b^+^F480^+^ population after gating out dead cells (IndoA^+^) and neutrophils (Ly6G^+^). **B.** Quantification of the results from A (n = 3, representative of three independent experiments). **C.** Histogram plots comparing CD38 expression by Mean Fluorescence Intensity (MFI) in spleen macrophages (IndoA^-^Ly6G^-^CD11b^+^F480^+^ gate) from mice treated with PBS (light blue line) or LPS (shaded thick red line). **D.** Quantification of the results from C (n = 3, representative of three independent experiments). **E.** Comparison of CD38 expression by MFI within the spleen CD38^+^ macrophage population (labeled in **C**) of PBS or LPS-treated mice (n = 3, representative of three independent experiments). ****p<0.0001.

## Discussion

A better understanding of the molecular pathways and transcriptional programs associated with different macrophage subtypes, as well as reliable markers of macrophage phenotype, are necessary for further progress in the macrophage field. While *in vivo* macrophage characterization is complex and varied over a spectrum of phenotypes [3,9,10], *in vitro* models provide a snapshot of phenotype extremes. Here, we completed a transcriptome analysis of M1 and M2 macrophages followed by validation of candidate M1 and M2 markers. We found that polarizing the phenotype of macrophages using canonical activation stimuli, i.e., LPS+IFN-γ for classical M1 macrophages and IL-4 for alternative M2 macrophage activation, resulted in the expression of shared and distinct, gene expression profiles. Among the genes that were uniquely expressed in either M1 or M2 macrophages, we validated CD38, Fpr2, Gpr18 as M1-specific genes and c-Myc and Egr2 as M2-specific genes.

M1 and M2 macrophages are expected to share a common set of genes involved in basic macrophage functions, such as regulation of macrophage-specific gene transcription, protein synthesis and phagocytosis. We found commonly up-regulated genes including TF Klf4, known to be required for inflammatory monocyte differentiation [48], and previously reported in both M1 [49] and M2 macrophages [50]. Klf4 activity has been linked to Atf4, another TF previously linked solely to LPS-induced TLR signaling [51]. Among the up-regulated TFs, Nfil3, Hivep3 and Bhlhe40 can negatively regulate cytokine gene expression [52–54]. For example, Nfil3 binds to and suppresses IL-12 promoter activity during LPS tolerance. A possible explanation is that some of these commonly up regulated TFs suppress pro-inflammatory gene expression in M2 macrophages, while maintaining pro-inflammatory gene expression in M1 macrophages. The observation that Nfil3 is expressed in LPS-tolerized macrophages would be consistent with this hypothesis [55]. Alternatively, they could control other housekeeping processes common to activated macrophages.

Several membrane proteins were selectively induced in M1 macrophages, including the G-protein coupled receptor proteins Gpr18 and Fpr2, and the ectoenzyme CD38. Fpr2 binds to N-formyl methionyl peptides promoting chemotaxis and the formation of reactive oxygen species (ROS) in phagocytes [56]. Fpr2 appears to have an essential functional role in M1 macrophages since its deficiency promotes an M2 phenotype shift [57]. Fpr2 stimulation by bacterial derived N-formyl methionyl peptides may also induce CD38 mediated signaling pathway in macrophages, as reported to occur in neutrophils [58]. Therefore, these two receptors might converge into an important M1 polarizing signaling mechanism. CD38 is often referred to as an activation marker expressed on lymphocytes, neutrophils and NK cells upon inflammatory conditions [59]. CD38 was linked to LPS networks, but IFN-γ has been also reported to up-regulate CD38 in human monocytes[60]. CD38 promotes signal transduction by catabolizing the formation of the calcium mobilizing messengers cADP-Ribose and ADP-Ribose from NAD^+^, and hence, induces Ca^2+^ influx [61]. CD38 may also enhance M1 macrophage antimicrobial activities by depleting NAD^+^ from extracellular milieu [62]. Consistent with these findings, CD38-deficient mice are reportedly more susceptible to *Streptococcus pneumoniae* [61] and *Mycobacterium tuberculosis* [63] lung infections, where inflammatory macrophages are essential, suggesting possible roles for CD38 during M1 macrophage polarization and function. However, further studies are required to determine the specific role and importance of CD38 in M1 macrophage responses.

With regards to Gpr18, similar to our data, this receptor had previously been found to be up-regulated in inflammatory, but not anti-inflammatory, peritoneal macrophages [64]. However, further work needs to be done to fully determine the specific roles and importance of these markers in M1 macrophage responses.

In M2 macrophages, IL-4 signaling has been linked to expression of the zinc finger TFs, Egr2 and c-Myc [65–66]. Egr2 is a highly conserved TF whose deficiency results in decreased bone mass. This observation is consistent with Egr2 inhibiting osteoclast activity and bone loss [67]. Our IPA analysis showed that Egr2 was linked to c-Myc, a TF involved in cell cycle progression, apoptosis and cellular transformation. In turn, c-Myc has been linked to IRF4 [68], an IRF known to promote M2 gene specificity. In human and tumor associated macrophages, c-Myc has been shown to be required for the alternative activation phenotype, controlling 45% of M2 genes [69]. Although considerable differences are observed between mouse and human M2 biomarkers, its expression in mouse M2 macrophages indicates c-Myc is a conserved TF among the two. Interestingly, c-Myc also directly binds to the conserved M2 receptor Mrc1 gene, regulating its expression [69]. Overall, c-Myc appears to play a crucial role as an M2 TF, and its link to Egr2 warrant additional studies on the role of these TFs in M2 phenotype.

Current analysis of macrophage phenotype by flow cytometry is not optimal due to the intracellular location of most M1/M2 macrophage markers and the low specificity of available antibodies. Arginase-1 is up-regulated not only in the expected M2 macrophages but also in M1 spectrum macrophages [30,31]. In addition, protein expression of Arginase-1 or CD206 is often low for optimal flow cytometry M1/M2 discrimination [32], making the analysis of an individual cell within a macrophage population difficult. Here, we validated surface CD38 as an M1-specific macrophage marker that can be easily detected by flow cytometry. While iNOS staining captured a higher percentage of M1 differentiated cells, virtually all CD38^+^ cells expressed iNOS and most iNOS^+^ or TNF-α^+^ cells co-expressed CD38. The surface localization of CD38 provides an advantage over intracellular iNOS staining, permitting M1 cell sorting for downstream functional assays. In addition, although detection of Egr2 still requires intracellular flow, its detection showed a robust and discriminating expression pattern that will tremendously improve current detection assays for M2 macrophages. Egr2 and CD38 are stably-expressed over time and enable clear discrimination between M1 and M2 macrophages in a mixed population. The availability of a robust M1/M2 discriminating flow assay could have a significant impact on the ability to track macrophage phenotypes during various physiologic and pathogenic conditions or in response to gene mutations or therapeutic interventions. Here, we observed that LPS stimulus strongly increased CD38 expression within the splenic monocytic/macrophage lineage *in vivo*, which demonstrates the relevance of this marker in the characterization of M1 polarized macrophages. Ongoing and future studies are aimed at determining the robustness of this assay in other inflammatory *in vivo* models.

Overall, we have identified a new set of common and distinct M1 and M2 genes that reveal pathways linked to M1 and/or M2 phenotypes. CD38, Gpr18 and Fpr2 were M1-specific while c-Myc and Egr2 were M2-specific genes. A CD38^+^Egr2^-^ phenotype was characteristic of M1 macrophages while M2 macrophages displayed a CD38^-^Egr2^+^ phenotype. Understanding how these genes operate may shed light into how macrophage function and phenotype are induced and/or maintained. In addition, these genes may provide therapeutic targets for macrophage modulation and serve as discriminating biomarkers of macrophage phenotype.

## Supporting Information

S1 Fig Shared M1/M2 macrophage signature. IPA pathway analysis of common (more than 2FC) up-regulated (red) and down-regulated (green) genes in M1 and M2 macrophages compared to M0 macrophages. Only genes identified by IPA analysis to be linked are pictured. Arrows indicate direct interactions. Data shown are from the microarray shown in Figs 1 and 2. Genes up- or down-regulated in transcriptional networks are shown in bold font.
(TIF) Click here for additional data file.

S2 Fig Distinct M1 macrophage signature. IPA pathway analysis of genes more than 2FC up-regulated in M1 while they were more than 2FC down-regulated in M2 macrophages. Only genes identified by IPA analysis to be linked are pictured. Shaded genes represent genes followed up for further validation, as well as the main stimuli, mediators or markers of M1 phenotype. Arrows indicate direct interactions. Dashed arrows represent indirect interactions. Data shown are from the microarray in Figs 1 and 2.
(TIF) Click here for additional data file.

S3 Fig Distinct M2 macrophage signature. IPA pathway analysis of genes more than 2FC up-regulated in M2 and more than 2FC down-regulated in M1 macrophages. Only genes identified by IPA analysis to be linked are pictured. Shaded genes represent genes followed up for further validation, as well as the main stimuli, mediators or markers of M2 phenotype. Arrows indicate direct interactions. Dashed arrows represent indirect interactions. Data shown are from the microarray in Figs 1 and 2.
(TIF) Click here for additional data file.

S4 Fig Stability of the CD38^+^Egr2^-^ (putative M1, A) and CD38^-^Egr2^+^ (putative M2, B) phenotype, determined by flow cytometry staining, from 24 hours to 6 days after differentiation of macrophages in M0, M1 or M2 conditions (n = 3–6 replicates from two independent experiments). (TIF) Click here for additional data file.

S1 Table Genes increased more than 2-FC in both M1 and M2 macrophages. (XLS) Click here for additional data file.

S2 Table Genes decreased more than 2-FC in M1 and M2 macrophages. (XLSX) Click here for additional data file.

S3 Table Categorization of M1 and M2 shared genes. (DOCX) Click here for additional data file.

# Supplementary material for: Novel Markers to Delineate Murine M1 and M2 Macrophages
**Source:** PLoS One. 2015 Dec 23;10(12):e0145342. doi: 10.1371/journal.pone.0145342
**Supplement:** S3 Table

**S3 Table. Categorization of M1 and M2 shared genes.**

|  | **Up** | **Down** |
| --- | --- | --- |
| **Transcription regulator** | Klf4, Bhlhe40, Nfil3, Klf7, Nfkbie, Atf4, Hivep3 | Klf2, Tcf4, Maf, Rcan1, Nfatc2, Nfxl1, Dbp, Sncaip, Zfp36l2 |
| **Enzyme** | Scd2, Rcl1, St3gal1, Nup62-il4i1, Mthfd2, Pde4b, Aars, Alas1, Adhfe1, Smurf1, Pla2g4a, Upp1, Car2, Ch25h, Aars, Aldh1b1 | Cyp27a1, Ada, B3galnt1, Hpgds, Padi4, Zdhhc14, Asph, Rnasel, Wwp1, Rhobtb1, Plscr4, Hpse, B4galt6, Akr1b8, Xylt2 |
| **Transmembrane**  **receptor** | Gpc1, Olr1, Csf2rb, Slamf1, Slamf6, Il1rl2, Fcgr2b, CD40, Cav1, Csfr2b, Timp1 | Fcgrt, Cd28, Itga6, Fcgr4, Klra3, Klra9, Ighm, Lrp1, Evi2a, Cd5l, Lifr |
| **Transporter** | Aqp9, Slc7a2, Slc7a11, Slc2a1, Slco4a1, Syt7, Soat2 | Slc13a3, Slc40a1, Ap2a2, Slc9a9, Atp8a1, Abca9, Slc12a9, Ap1s2, Slc46a3, Folr2 |
| **Kinase** | Jak2, Trib3, Plk3, Pim1, Pim3, | Camk1, Mex3b, Dck |
| **G-protein coupled receptor** | Ptgir, Adora2b, Ptger2, | Gpr162, Ptger4, C5ar1, CXCR3, Gpr155 |
| **Peptidase** | Mmp13, F10, Malt1 | Rnf150, Ctsb |
| **Phosphatase** | Ppap2a, Dusp4 | Ptpn18 |
| **Cytokine** | Ccl22 | Il16, Il10 |
| **Ligand-dependent nuclear receptor** |  | Nr1d2 |
| **Growth factor** |  | Gas6, Gdf3 |
| **Ion Channel** |  | Tpcn1 |

How the deposited data were processed for this re-analysis (not part of the article)

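Intensities of 8 Affymetrix mouse arrays of bone marrow-derived macrophages were analysed, 3 of M0 (media alone), 3 of M1 (LPS with IFN-γ) and 2 of M2 (IL-4) macrophages. The authors made the deposited intensity values with RMA in the Expression File Creator module of GenePattern, and the deposited table holds them on a linear scale for 45101 probes. What follows was computed from these values. The log2 of each intensity was taken, the 64 control probes were left out, and the remaining 45037 probes were tested.

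The tests used limma 3.58.1 in R 4.3.3, with lmFit and eBayes on all 8 arrays in a single fit with a mean per condition and no further term, and contrasts of M1 with M0, M2 with M0 and M1 with M2. P-values were adjusted by Benjamini and Hochberg over all 45037 probes. A probe passed at an adjusted p under 0.05 and a change of at least 2-fold. The fit had 5 residual degrees of freedom and a prior of 6.95. The array titles carry the labels WT1 to WT3 in M0 and M1 and WT1 and WT2 in M2, but no source states that arrays with the same label come from the same mouse. Deviations of arrays with the same label correlated at -0.172 to 0.0547 over 7 pairs, against -0.150 to 0.190 over 14 others, values of which those with the 2 M2 arrays mirror each other, so whether the arrays are paired stays open. Joint sets held probes that passed in both comparisons. The procedure was tested on simulated data with 200 changed probes in each of 5 draws. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

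Probes were joined to genes with the annotation table at hand, using the 34945 probes with 1 symbol. Gene values are those of the probe with the highest mean log2 intensity. Of 35 genes that the study names and that were looked up, 33 had such a probe, Chi3l3 under the symbol Chil3 and Pyhin1 under Ifi209. Some genes that the study names are not reported here. The genes named in the text followed a rule written before the data were examined, as were the tests and all but the alternatives described as chosen later: the 15 largest rises and 10 largest falls of each comparison, up to 4 genes of each list, 5 of each joint set and the genes that the study names. Values in the study's tables had been seen before that rule was written. Other members of a list named in the text were chosen after their values were seen.

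The 31 gene lists were M1 and M2 markers, the type I interferon response, IFN-γ-induced GTPases, MHC class II, MHC class I processing, NF-κB feedback, chemokines, glycolysis, the TCA cycle, oxidative phosphorylation, fatty acid oxidation, cholesterol synthesis, cholesterol efflux with LXR targets, the amino acid stress response, the cell cycle, lysosomes, iron handling, tissue macrophage receptors, matrix remodelling, and markers of neutrophils, T cells, B cells, NK cells, dendritic cells, fibroblasts and stroma, erythroid cells, mast cells and basophils, osteoclasts, eosinophils and endothelial cells. They were written from general knowledge, and 535 of their 585 entries were found. Lists were tested with camera at its preset correlation of 0.01 with 1 probe per gene and adjusted over the 31 lists. Overlaps of the sets of changed genes with lists were tested with Fisher's exact test against all 18193 named genes. A gene counted as in a set if any of its probes was.

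The alternatives were the methods' t-test on log2 or linear values with and without adjustment, the fold from arithmetic means, a fit of only the groups compared, an intensity trend with robust variances, a term for the replicate number, median centring, a further quantile normalization, a lower limit of 64 units, an adjusted p under 0.01, no limit on fold, other probes of a gene, other list tests, and each array left out in turn. Raw image data, RT-PCR, flow cytometry and animal infection data were not analysed here.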

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

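Median centring and leaving out each array were planned. The limits that weigh them, the test of fibroblast markers, the split of the M0 arrays between the comparisons and the other splits of the arrays were chosen after the results were seen. The gene lists below stand out because the paper does not discuss these genes as a group and most of their members moved together. In M1 macrophages these were the NF-κB feedback genes with 17 of 17 higher, glycolysis with 13 of 18 higher and the cell cycle with 33 of 34 lower. In M2 macrophages they were the type I interferon response with 29 of 30 lower, MHC class II with 7 of 9 higher and the amino acid stress genes with 21 of 28 higher. Counts are members at an adjusted p under 0.05 from limma. The glycolysis count depended on single arrays. It was 9 without M0 replicate 2 or M0 replicate 3, and 10 without M0 replicate 1 or M1 replicate 1. The MHC class II count was 6 without any 1 of the M0 arrays. The amino acid stress count was 23, 20 and 19 without M0 replicate 1, 2 and 3. The NF-κB feedback count stayed at 17.

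The fall of the interferon genes in M2 macrophages was set against technical explanations. Without each M0 array in turn at least 29 of the genes were lower, which argues against a single M0 array with a high interferon level. After median centring 29 were lower, but the array medians were already close together, so centring could change little. The median log2 fold change of all probes in M2 was 0.00793, against -1.99 for the interferon genes. RMA makes the arrays' distributions alike, so this small median was largely set by the processing. It cannot show whether the M2 arrays were shifted before normalization. It shows only that a common shift left in the analysed values is too small to give the fall. The median intensity of the interferon genes was 260.0 and 279 units on the M2 arrays, against 928 to 1254 on the M0 arrays. This argues against M2 arrays that differ from each other. IL-4 may lower a baseline interferon response of M0 macrophages, a hypothesis found on these arrays and not itself tested.

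The fall of the cell cycle genes in M1 macrophages held without each of the 6 arrays, with at least 33 lower genes. This argues against a single array. After median centring 33 were lower, but the array medians were already close together, so centring could change little. The median log2 fold change of all probes in M1 was 0.00703, against -1.92 for the cell cycle genes. Here too RMA largely set the small median, which cannot show whether the M1 arrays were shifted before normalization. A common shift left in the analysed values is too small to give the fall. Fewer dividing fibroblasts or stromal cells in the M1 cultures would also lower these genes, but such cells bring abundant transcripts such as those of collagens. The highest of the 11 fibroblast and stroma markers was at 72.7 units in M0 macrophages, against a median of 482 units for the cell cycle genes. Levels of different probes are not on a common scale, so this comparison cannot decide whether such cells were the main source. Within probes, Dcn and Lum rose in M1, by 1.18 and 0.56 on the log2 scale, where fewer such cells would lower them. The call for Lum was lost without M0 replicate 3 (0.50), M1 replicate 1 (0.45) or M1 replicate 3 (0.51). Most of the 11 markers are too dim for a fall to be seen, so this explanation stays open. Slower division of the macrophages themselves may explain the fall, a hypothesis found on these arrays and not itself tested.

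For the 320 probes that changed the same way in M1 and M2 macrophages, separate M0 arrays for the 2 comparisons left at least 267 shared probes in each of the 6 splits, which argues against chance values of the shared M0 arrays as the whole cause. Without each M0 array in turn at least 272 of the 320 were still shared (294, 279 and 272), which argues against a single M0 array that stands apart. A smaller contribution of the shared controls may remain, since the splits gave up to 299 probes.

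For the M1 and M0 arrays fitted alone, 2052 probes passed, and the highest count of the other ways to split these 6 arrays was 0. With 10 splits in all, including the real 1, they are too few for a share under 0.05.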

How the results depend on the processing

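The separate-variance settings below were chosen after the values were seen. Leaving out each array in turn (a lone M2 array is then assumed to vary like the others) gave 928 to 991 probes higher and 1031 to 1259 lower in M1, 634 to 666 and 591 to 691 in M2, 107 to 139 and 153 to 213 in both, 77 to 90 higher in M1 and lower in M2 and 48 to 63 the other way. Counts of M2 and of joint probes dropped with adjusted p-values of t-tests that lack limma's moderated variance. In the order higher in M2, lower in M2, higher in both, lower in both, M1 higher with M2 lower, M1 lower with M2 higher, the adjusted methods' t-test gave 106, 54, 11, 12, 2 and 6 on log2 values and 99, 28, 8, 8, 0 and 8 on linear values, and the adjusted test with separate variances 114, 56, 14, 17, 0 and 8. Without a limit on fold there were 4587 higher and 4588 lower in M1, and 2848, 2635, 906, 1177, 365 and 410 in that order. Egr2 in M2 (3.27) no longer passed with the adjusted test on log2 values, nor did Fpr2 (-4.51), Gpr18 (-1.40) and Myc (1.71). On linear values, with the methods' t-test and with separate variances, Fpr2 (-4.51), Gpr18 (-1.36) and Myc (1.70) did not pass when adjusted, nor did Myc between M1 and M2 with separate variances (-3.18). The covariance of the M1 and M2 responses was 0.0893 over probes of at least 64 units. Another probe of the gene turned the sign of Inhba (-0.00937), Nfatc2 (0.0707) and Ddx58 (-0.0324) in M1 and of Nfatc2 (0.0768) and Tcf4 (0.27) in M2, as did 2 probes of Hivep3 in M1 (-0.44 and -0.19) and 1 in M2 (-0.13). The cause was not tested. Of the other checks on named genes 5856 kept direction and side of the limit and 720 lost the limit, and of those on lists 320 kept and 30 lost it. Of the probes 39.8% to 40.6% lie above 64 units, which limits calls for dim genes. The term for the replicate number gave 944, 1109, 646, 701, 131, 201, 83 and 49 probes in the order of the comparisons above, starting with M1. With that term these log2 fold changes no longer passed: Atp5b (0.30), Cpt1a (-0.41), Igtp (0.47) and Nlrc5 (0.39) in M1 and Camp (-0.47), Gbp2 (1.00), Ptgs2 (1.50), Uqcrc2 (0.33) and Uqcrfs1 (0.35) in M2, nor did oxidative phosphorylation in M2 (camera adjusted p = 0.0903). It ended no other call among the named genes and lists.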

Differences from the paper's values

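The methods state a Benjamini-Hochberg adjustment. The p-values listed in S1 Table equal, within 2%, unadjusted ones from a t statistic with separate variances, a setting chosen after the values were seen, at all 95 probes that could be matched of the 105 listed, and those in S2 Table at all 140 matched of the 172 listed. This statistic was computed on linear intensities, with the degrees of freedom of an equal-variance t-test. Lines were matched to probes by gene and fold. None equal the adjusted ones. After adjustment 13 of the 95 and 16 of the 140 were under 0.05 in both comparisons. The same unadjusted setting, chosen after the values were seen, gave 105, 172, 78 and 45 probes in the joint sets, the numbers the paper gives, and drops 0 of the matched probes. With limma 94 of the 95 and 140 of the 140 passed.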

Other observations

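Camera compares a list with other genes, and fry tests a list against no change, so their p-values answer different questions. The iron genes in M1 macrophages passed with fry only. There 8 of 18 rose, 3 fell and 7 did not pass (camera adjusted p = 0.0565, fry adjusted p = 8.0e-04 as a group that rose), and in M2 macrophages 3 rose, 4 fell and 11 did not pass (camera adjusted p = 0.599, fry adjusted p = 0.111). Tfrc, the transferrin receptor through which cells take up iron, had a log2 fold change of 2.30 (standard error 0.15, adjusted p = 1.2e-06 from limma) in M2. Ch25h, which makes 25-hydroxycholesterol, rose by 2.99 in M1 and 6.34 in M2 on the log2 scale, from an M0 level below the array median. It belongs to the 12 LXR and cholesterol efflux genes, of which 3 rose and 4 fell in M1 (camera adjusted p = 0.587) and 3 rose and 5 fell in M2 (camera adjusted p = 0.599). Of 14 genes of MHC class I processing 8 rose and Calr fell in M1 (camera adjusted p = 0.00271, adjusted p = 0.396 with an estimated correlation), whereas in M2 Calr, Nlrc5, Psmb8, Psmb9 and Tap1 fell and 9 did not pass (camera adjusted p = 0.00199, adjusted p = 0.398 with an estimated correlation). The number called depended on the arrays used, going for LXR and cholesterol efflux lower in M2 from 5 to 3 without M2 replicate 1 or M2 replicate 2; for MHC class I processing higher in M1 from 8 to 5 without M0 replicate 2 or M1 replicate 2.

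Of 22 TCA cycle genes 4 rose and 6 fell in M1 and 4 rose and 1 fell in M2 (camera adjusted p = 0.612 and 0.0603), with Idh1, an NADPH-making dehydrogenase, falling by 1.36 in M1. Of 33 genes of oxidative phosphorylation 4 rose and 5 fell in M1 (camera adjusted p = 0.831) and Atp5b, Uqcrc1, Uqcrc2 and Uqcrfs1 rose in M2 (camera adjusted p = 0.0109, adjusted p = 0.847 with an estimated correlation), a result lost without M0 replicate 3 (camera adjusted p = 0.0687) or M2 replicate 1 (0.186), or with the replicate number in the fit (0.0903). These calls were lost when 1 array was left out, with log2 fold changes for Atp5b without M0 replicate 2 (0.42), M0 replicate 3 (0.41), M2 replicate 1 (0.41), M2 replicate 2 (0.42), for Uqcrc1 without M2 replicate 1 (0.42), for Uqcrc2 without M0 replicate 1 (0.39), M0 replicate 2 (0.37), M0 replicate 3 (0.33), M1 replicate 1 (0.36), M2 replicate 1 (0.33), M2 replicate 2 (0.39) and for Uqcrfs1 without M0 replicate 1 (0.40), M0 replicate 2 (0.40), M0 replicate 3 (0.33), M2 replicate 1 (0.37), M2 replicate 2 (0.39). In M2, 3 of 24 fatty acid genes rose and 2 fell (camera adjusted p = 0.471), and 4 of 18 glycolysis genes rose and 3 fell (camera adjusted p = 0.379). Of 19 cholesterol synthesis genes 3 rose and Dhcr7 fell in M1 (camera adjusted p = 0.471), and in M2 0 passed in limma (camera adjusted p = 0.599). Leaving out an array moved the number called for TCA cycle higher in M1 from 4 to 1 without M0 replicate 3 and 2 without M0 replicate 1; for TCA cycle higher in M2 from 4 to 1 without M2 replicate 2 and 2 without M0 replicate 3 or M2 replicate 1; for TCA cycle lower in M2 from 1 to 0 without M2 replicate 2; for oxidative phosphorylation higher in M1 from 4 to 2 without M0 replicate 1, M0 replicate 2, M0 replicate 3 or M1 replicate 2; for oxidative phosphorylation lower in M1 from 5 to 1 without M0 replicate 1, M0 replicate 2, M1 replicate 1 or M1 replicate 3; for fatty acid genes higher in M2 from 3 to 1 without M2 replicate 1; for fatty acid genes lower in M2 from 2 to 1 without M0 replicate 1, M0 replicate 2, M0 replicate 3, M2 replicate 1 or M2 replicate 2; for glycolysis lower in M2 from 3 to 1 without M2 replicate 1; for cholesterol synthesis higher in M1 from 3 to 5 without M1 replicate 1; for cholesterol synthesis lower in M1 from 1 to 0 without M0 replicate 1, M0 replicate 2, M1 replicate 1, M2 replicate 1 or M2 replicate 2 and 2 without M1 replicate 3; for cholesterol synthesis higher in M2 from 0 to 2 without M2 replicate 1.

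In M2 macrophages 7 of 28 lysosome genes rose and 3 fell (camera adjusted p = 0.958). Of 23 chemokines there 6 rose and 5 fell (camera adjusted p = 0.272, fry adjusted p = 3.6e-04 as a group that rose). The fry value is against no change, so it does not show a larger rise than in other genes. Of 17 NF-κB feedback genes 5 rose in M2 (Ier3, Nfkbie, Rel, Tnfaip3 and Traf1) and 4 fell (Cflar, Irak3, Nfkbiz and Tnip1), with camera adjusted p = 0.648. Of the 34 cell cycle genes Ncapg2 fell in M2 and 33 did not pass (camera adjusted p = 0.00505, adjusted p = 0.847 with an estimated correlation), and the list lost its call without M0 replicate 2 (camera adjusted p = 0.384) or M2 replicate 2 (0.821). Of 21 matrix remodelling genes 9 rose and 7 fell in M1 (camera adjusted p = 0.444, fry adjusted p = 0.00802 as a group that rose). Here too the group passed against no change but not against other genes. Single arrays mattered for the number called, which moved for lysosomes higher in M2 from 7 to 3 without M2 replicate 1 and 4 without M0 replicate 1; for lysosomes lower in M2 from 3 to 1 without M0 replicate 1, M0 replicate 3 or M2 replicate 2; for chemokines lower in M2 from 5 to 2 without M2 replicate 2 and 3 without M0 replicate 2; for cell cycle lower in M2 from 1 to 3 without M2 replicate 1.

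Markers of other cell types gave few calls in limma. Most of these markers are dim, from 0 of 8 NK cell to 4 of 10 endothelial markers reaching 64 units in any group. The few calls therefore cannot show that such cells did not change. Among 10 neutrophil markers Camp rose and Mmp8 fell in M1 and Camp fell in M2. Among 11 T cell markers Cd5 rose and Cd4 fell in M1 and Cd4 fell in M2, and Cd247 rose in M1 at another probe (0.43). Among 9 B cell markers Cd79b fell in M1. Among 11 fibroblast and stroma markers Dcn and Lum rose in M1, as did Pdgfrb at another, dim probe (1.80). Among 5 eosinophil markers Ccr3 fell in M1 and Siglecf rose in M2. Among 10 endothelial markers Pecam1 rose in M1, and Vwf fell in M1 and rose in M2. With 1 array left out the call was lost, at log2 fold changes in M1, for Cd4 without M0 replicate 3 (-0.34), M1 replicate 2 (-0.35), Lum without M0 replicate 3 (0.50), M1 replicate 1 (0.45), M1 replicate 3 (0.51) and Pecam1 without M0 replicate 1 (0.47), M0 replicate 2 (0.60), M1 replicate 1 (0.61), M1 replicate 3 (0.56). In M2 it was lost for Camp without M0 replicate 1 (-0.37), M0 replicate 3 (-0.49), M1 replicate 1 (-0.48), M2 replicate 1 (-0.40), M2 replicate 2 (-0.56) and Cd4 without M0 replicate 3 (-0.45), M2 replicate 1 (-0.61), M2 replicate 2 (-0.54). The 8 NK cell, 8 dendritic cell, 5 erythroid and 7 mast cell and basophil markers gave 0 calls in both comparisons at the brightest probe of each gene, but at 2 dimmer probes the dendritic cell marker Zbtb46 rose in M2 (1.02 and 1.54). Without some arrays the number called went, for neutrophil markers lower in M1 from 1 to 2 without M2 replicate 1 or M2 replicate 2; for B cell markers higher in M2 from 0 to 1 without M1 replicate 2; for B cell markers lower in M2 from 0 to 1 without M1 replicate 1 or M1 replicate 2; for dendritic cell markers higher in M2 from 0 to 1 without M2 replicate 1; for fibroblast and stroma markers lower in M2 from 0 to 1 without M2 replicate 2; for erythroid markers higher in M1 from 0 to 1 without M1 replicate 1; for eosinophil markers lower in M2 from 0 to 1 without M0 replicate 1; for endothelial markers higher in M2 from 1 to 2 without M0 replicate 3. With the replicate number in the fit the fall of Camp in M2 (-0.47) did not pass. In all, 13309 of the probes had an unadjusted p under 0.05 in M1 and 10786 in M2.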
